# Phosphorylation of an RNA‐Binding Protein Rck/Me31b by Hippo Is Essential for Adipose Tissue Aging

**DOI:** 10.1111/acel.70022

**Published:** 2025-03-11

**Authors:** Eunbyul Yeom, Hyejin Mun, Jinhwan Lim, Yoo Lim Chun, Kyung‐Won Min, Johana Lambert, L. Ashley Cowart, Jason S. Pierce, Besim Ogretmen, Jung‐Hyun Cho, Jeong Ho Chang, J. Ross Buchan, Jason Pitt, Matt Kaeberlein, Sung‐Ung Kang, Eun‐Soo Kwon, Seungbeom Ko, Kyoung‐Min Choi, Yong Sun Lee, Yoon‐Su Ha, Seung‐Jin Kim, Kwang‐Pyo Lee, Hyo‐Sung Kim, Seo Young Yang, Chang Hoon Shin, Je‐Hyun Yoon, Kyu‐Sun Lee

**Keywords:** adipocyte, differentiation, fat body, hippo, lifespan, lipid metabolism, mRNA decay

## Abstract

The metazoan lifespan is determined in part by a complex signaling network that regulates energy metabolism and stress responses. Key signaling hubs in this network include insulin/IGF‐1, AMPK, mTOR, and sirtuins. The Hippo/Mammalian Ste20‐like Kinase1 (MST1) pathway has been reported to maintain lifespan in *Caenorhabditis elegans* , but its role has not been studied in higher metazoans. In this study, we report that overexpression of Hpo, the MST1 homolog in *Drosophila melanogaster* , decreased lifespan with concomitant changes in lipid metabolism and aging‐associated gene expression, while RNAi Hpo depletion increased lifespan. These effects were mediated primarily by Hpo‐induced transcriptional activation of the RNA‐binding protein maternal expression at 31B (Me31b)/RCK, resulting in stabilization of mRNA‐encoding a lipolytic hormone, Akh. In mouse adipocytes, Hpo/Mst1 mediated adipocyte differentiation, phosphorylation of RNA‐binding proteins such as Rck, decapping MRNA 2 (Dcp2), enhancer Of MRNA decapping 3 (Edc3), nucleolin (NCL), and *glucagon* mRNA stability by interacting with Rck. Decreased lifespan in Hpo‐overexpressing *Drosophila* lines required expression of Me31b, but not DCP2, which was potentially mediated by recovering expression of lipid metabolic genes and formation of lipid droplets. Taken together, our findings suggest that Hpo/Mst1 plays a conserved role in longevity by regulating adipogenesis and fatty acid metabolism.

## 1 Introduction

Aging is defined as time‐dependent changes in physiology and accumulation of pathologies and affects most living organisms (López‐Otín et al. 2013). Aging includes declined metabolic efficiency, accumulation of damage within cells and loss of homeostatic capacity, including pH homeostasis (Wiley and Campisi 2016). Signaling pathways with known roles in metazoan lifespan have been studied extensively and include the well‐characterized insulin/Insulin‐like growth factor‐1 (IGF‐1) pathway, Mammalian target of rapamycin (mTOR) signaling, and sirtuin pathways (Houtkooper et al. 2012; Mori et al. 2014; Van Heemst 2010). For example, insulin/IGF‐1 peptides are recognized by their membrane receptors, activating a downstream relay of phosphorylation for the transcriptional activation and repression of target genes (Van Heemst 2010), and the suppression of insulin/IGF‐1 signaling increases lifespan in *C. elegans* (Gems et al. 1998; Tissenbaum and Ruvkun 1998; Lee and Lee 2022), *Drosophila melanogaster* (Tatar et al. 2001), and mice (Blüher et al. 2003). Similarly, the mechanistic target of rapamycin (mTOR) is a kinase that responds to nutrient availability to regulate lifespan through phosphorylation of target genes related to mRNA translation, autophagy, and several other processes (Kaeberlein 2013). Both insulin/IGF‐1 signaling and mTOR interact in a network with key metabolic regulators such as AMP‐activated protein kinase (AMPK) and sirtuins to orchestrate signaling cascades and energy metabolism and regulate metazoan lifespan.

Additional signaling pathways involved in determining the metazoan lifespan include the canonical mitogen‐activated protein kinase (MAPK) pathways comprised of MST1 and its downstream kinases MAPK kinase 4/7 (MKK4/7) and c‐Jun N‐terminal Kinase (JNK), which play well‐characterized roles in stress responses (Biteau et al. 2011; Lehtinen et al. 2006). The *C. elegans* MST1 homolog, serine/threonine‐protein kinase‐1 (cst‐1) targets dauer formation‐16 (DAF‐16), and the *Drosophila* JNK homolog dJNK also regulates the class O of forkhead box transcription factors (dFoxo) activity to modulate lifespan (Lehtinen et al. 2006). A recent report also revealed that mammalian MST1 directly phosphorylates eukaryotic translation initiation factor 4e (eIF4E) at the threonine 55 residue to inhibit its ability to bind the 5′ 7‐methylguanosine CAP (5′‐CAP) and suppress mRNA translation, suggesting alternative pathways for lifespan control via modulation of mRNA translation (Min et al. 2017).

Metazoan longevity and age‐related diseases are regulated in part by adipose tissue, which contributes to lipid storage, metabolism, inflammation, and whole‐body energy homeostasis (Guo and Chumlea 1999; Luo and Liu 2016; Lutz and Woods 2012). Adipocyte proliferation and differentiation are key regulators of cell growth and longevity, which are modulated by Hippo/Mst1 signaling in *Drosophila* (Zheng and Pan 2019). In mammals, MST1 overexpression impairs insulin secretion by phosphorylating and destabilizing the β‐cell transcription factor pancreatic/duodenal homeobox‐1 (PDX1) (Ardestani et al. 2014). The MST2–Salvador 1 (SAV1) complex also promotes adipocyte differentiation by activating Peroxisome proliferators–activated receptor γ (PPARγ) (Park et al. 2012). Although adipose tissue abnormalities accelerate multiple age‐related diseases and impair longevity, no prior studies have assessed the potential relationship between Hippo/MST1 pathway regulation of adipogenic lipid metabolism and longevity.

In the present study, we identified that overexpression of MST1, the *Drosophila* Hpo homolog, decreases lifespan and promotes adipose tissue lipolysis. We found that MST1 directly phosphorylates the amino terminal (N‐terminal) threonine residues of RCK, stabilizing *Gcg* mRNA in mature mouse adipocytes. *Akh/Gcg* mRNAs interacted with Me31b/RCK in both *Akh* mRNA pull‐down and RCK immunoprecipitation studies. Our findings reveal the newly discovered and critical insight that the Hippo/MST1 pathway modulates adipogenic lipid metabolism and metazoan lifespan.

## 2 Materials and Methods

### 2.1 Cell Lines

Mouse 3 T3‐L1 and *Drosophila* S2 cells were obtained from ATCC (Manassas, VA). All cell lines were cultured in the media suggested by the suppliers, and the cell lines were independently validated by short tandem repeat DNA fingerprinting and chromosomal analysis in the Analytical Cell Models Core of the Medical University of South Carolina.

For differentiation of 3 T3‐L1 cells, 70% confluent cells were grown with MDI induction medium (0.5 mM IBMX, 1 μM dexamethasone, 10 μg/mL insulin) for 3 days. The culture media were then replaced with DMEM containing 10 μg/mL insulin, and cells were cultured for an additional 3 days. On day 6, the media were replaced with DMEM without insulin, and cells were grown for 1–4 subsequent days to induce differentiation into adipocyte‐like cells. *Drosophila* Hpo‐myc cDNA plasmid was provided by Dr. D.J. Pan and transfected into S2 cells using lipofectamine. Mouse Mst1 and Rck shRNAs were provided by Drs. D.S. Lim and E.J. Choi. The lentiviral vector pLV[shRNA]‐EGFP:T2A:Puro‐U6 > mStk4 and control plasmids were purchased from VectorBuilder (Chicago, USA).

Oil Red O staining was performed to verify lipid accumulation in 3T3‐L1 adipocytes. 3T3‐L1 pre‐adipocytes were induced to adipogenesis for 8 days in 12‐well plates. The cultured cells were then washed with phosphate‐buffered saline (PBS), fixed in 4% paraformaldehyde for 30 min at 4°C. Afterward, the cells were incubated in 60% isopropanol for 5 min and air‐dried. Subsequently, the cells were stained for 30 min with Oil Red O staining solution (Sigma‐Aldrich) and washed four times with distilled water. The stained lipid droplets were eluted with 100% isopropanol for 15 min. The amount of lipid droplet was quantified by measuring the absorbance at a wavelength of 520 nm in a microplate reader.

For isolation of primary murine adipose‐derived stem cells (ADSCs), all animal experiments conformed to the Guide for the Care and Use of Laboratory Animals and were in accordance with Public Health Service/National Institutes of Health guidelines for laboratory animal usage. Inguinal and axial subcutaneous fat pads were excised from 3 to 6‐week‐old male C57BL/6J mice (Jax #000664) and rinsed in 1× phosphate‐buffered saline with 1× antibiotic anti‐mycotic solution (Millipore Sigma A5955). Tissue was transferred to digestion buffer (100 mM HEPES, 120 mM NaCl, 50 nM KCl, 5 mM glucose, 1 mM CaCl_2_, 0.1% collagenase, 1.5% bovine serum albumin) and minced into small pieces. Minced tissue was then transferred to a 50 mL conical tube with a 25 mL serological pipette. Tissue was incubated at 37°C in a shaker at 150 rpm for 30 min, with manual shaking and observation every 10 min until digested. The digest was then filtered through a 100 μm cell strainer into a new 50 mL tube, diluted twofold with expansion medium (DMEM/F12 with 10% FBS and 1× antibiotic anti‐mycotic) and centrifuged at 500 *g* for 5 min. Floating lipid and media were aspirated, preserving only the cell pellet. The pellet was re‐suspended in expansion medium, filtered through a 40 μm cell strainer, and plated onto a tissue culture flask. Media was changed after 2 h to remove non‐adherent cells and debris. ADSCs were maintained at 37°C and 10% CO_2_ in expansion medium (changed every 2–3 days). Cells nearing confluency were split and re‐plated at 10,000 cells/cm^2^ on 6‐well culture plates for adipogenesis experiments.

### 2.2 *Drosophila* Genetics and Transgenes

*Drosophila melanogaster* was maintained at 25°C on standard media. *w* ^*1118*^ was used as wild‐type, and all stocks, including RNAi lines, were obtained from the Bloomington Stock Center (Bloomington, IN, USA). *UAS‐Hpo‐myc* was a gift from Dr. D.J. Pan. Fly stocks were maintained on standard cornmeal/agar (1.5%) medium at 25°C ± 1°C, 60% ± 5% humidity, and a 12:12 h light/dark cycle (Ashburner 1989). Wild‐type strains, *w* ^*1118*^ and eIF4E line (w^*1118*^; P{w[+mC] = UAS‐eIF4E1.A}26) were obtained from the Bloomington *Drosophila* Stock Center (Bloomington, Indiana). *UAS‐Hpo‐myc* was a gift from Dr. D.J. Pan. The RU486 inducible gene‐switch line, DA‐GSG, was kindly provided by V. Monnier. For the RU486 diet, the final concentration of RU486 was 200 μM, while the control diet contained equal amounts of ethanol.

### 2.3 *Drosophila* Lifespan Assay (Ubiquitous Expression)

Experimental fly (DA‐GSG, UAS‐eIF4E and UAS‐hpo) stocks were backcrossed with *w* ^*1118*^ more than five times and maintained as heterozygous lines, w^*1118*^; DA‐GSG/+, w^*1118*^; UAS‐*eIF4E*/+, and w^*1118*^; UAS‐*hpo*/+, respectively, before being used in lifespan assays. Two types of isogenic progeny, w^*1118*^; +/+ and w^*1118*^; DA‐GSG/DA‐GGS were collected from DA‐GSG/+ for subsequent crosses to minimize the effect of genetic background on lifespan. To obtain the Hpo RNAi knockdown or overexpression flies, homozygous UAS‐hpo RNAi and UAS‐hpo males were mated with w^*1118*^; DA‐GSG/DA‐GSG virgin females on the cornmeal food, respectively. UAS‐hpo RNAi and UAS‐hpo males were mated with w^*1118*^; +/+ virgin females to collect progeny UAS‐hpo RNAi/+ and UAS‐hpo/+ as the corresponding wild‐type controls. To obtain eIF4E RNAi knockdown or overexpression flies using the gene switching system (RU486), UAS‐eIF4E RNAi and UAS‐eIF4E males were mated with DA‐GSG virgin females on the cornmeal food, respectively. Half of the progeny was cultured on RU486‐containing diets to induce RNAi knockdown or overexpression. The other half was cultured on control diets containing equal amounts of ethanol without RU486. To measure lifespan, adult progeny flies were collected within 24 h after eclosion and mated for another 24 h on the cornmeal and then sorted out by gender. After sorting, flies were placed in vials, each with approximately 20 male or female flies fed the cornmeal for another 24 h. Flies were transferred to vials with different fresh cornmeal once every 2–3 days. The number of dead flies was recorded at the time of transfer. Each lifespan ends when all the flies are dead. For each genotype, lifespan of 100–200 flies in 6–10 vials was measured to determine the mean and maximum lifespan. Maximum lifespan was calculated as the mean lifespan of 10% longest surviving flies.

### 2.4 Automated *C. elegans* Lifespan Analysis

*C. elegans* lifespan analysis was performed using WormBot, as described previously (Pitt et al. 2019). Briefly, animals were maintained on nematode growth medium (wormbook.org) supplemented with 100 units/mL nystatin to prevent fungal growth and a final concentration of 50 μM FUDR to prevent progeny development. For RNA interference (RNAi) experiments, media also contained 100 μg/mL ampicillin, 10 μg/mL tetracycline, and 2 mM IPTG. For all experiments, animals were synchronized by 10‐min hypochlorite treatment (1% sodium hypochlorite, 250 mM potassium hydroxide and water) followed by four washes in M9 buffer to isolate eggs, followed by an overnight hatch‐off in 6 mL M9 in a 60 mm petri dish sealed with parafilm in a 20°C incubator (Torrey Pines Scientific, Torrey Pines, CA). RNAi clones were obtained from the Vidal and Ahringer RNAi feeding libraries (Kamath et al. 2001; Rual et al. 2004), sequence‐verified, and kept as −80°C frozen stocks prior to use. dsRNA induction was performed by growing RNAi feeding strains overnight in media containing antibiotics but without IPTG. The following morning, stationary phase cultures were diluted fourfold with fresh media containing 2 mM IPTG and grown for 4 h at 37°C on a shaker. Following induction, cells were pelleted and resuspended in the original overnight culture volume (4× concentrate) and seeded onto RNAi NGM media. Following 20 μL of seeding with RNAi bacteria, 12‐well plates were allowed to dry for 20–60 min with their lids off in a laminar flow hood to allow complete evaporation of the seeding solution. RNAi experiments were initiated by placing synchronized L1 animals on 10 cm RNAi plates until they reached the L4 larval stage, when they were transferred to the seeded 12‐well RNAi plates containing FUDR. Throughout the experiment, plate humidity was maintained by filling the interstitial spaces of the 12‐well plate with deionized distilled water and refilling as necessary throughout the course of the experiment.

### 2.5 Standard *C. elegans* Lifespan Analysis

To generate the intestine expression vector, a 1.2 kb *vha‐6* promoter containing *Hin*dIII/*Sal*I was cloned into pPD95.75. A *cst‐1* cDNA was subcloned into pPD95.75*Pvha‐6* using *Xba*I/*Kpn*I. DNA sequences were confirmed by Sanger sequencing. Primers used for the DNA constructs are listed in Table S1. pPD95.75*Pvha‐6::cst‐1* (20 ng/μL) was injected into *unc‐119(ed3)* with the co‐injection marker *unc‐119* ^+^. pPD95.75*Pvha‐6* was also injected into *unc‐119(ed3)* to generate control strains.

*C. elegans* strains were maintained at 20°C using standard cultivation techniques, unless otherwise described. *C. elegans* strains were purchased from the Genetic Genome Center or were gifts from other laboratories. Transgenic animals were generated using standard microinjection methods. Mutants were generated using standard genetic methods. All strains were backcrossed at least four times to control strains.

All lifespan analyses were performed at 25°C, unless mentioned otherwise. Synchronized worms were prepared by inducing egg laying for 1 h. Worms were allowed to grow for several days until they reached young adulthood. Synchronized young adult‐stage worms were treated with 0.1 mg/mL FUDR to prevent progeny proliferation. Worms were then scored as dead or alive by tapping with a platinum wire every 1–2 days. Plates were treated with FUDR on day 1 of the lifespan analysis. All lifespan assays were repeated at least three times, unless mentioned otherwise. Statistical analyses and *p* values were calculated using the log‐rank (Mantel‐Cox) method using the OASIS application (http://sbi.postech.ac.kr/oasis2/).

### 2.6 *S. cerevisiae* Replicative Lifespan Analysis

*S. cerevisiae* strains used in the study were obtained from the yeast ORF deletion collection (Giaever and Nislow 2014) and previous studies (Buchan et al. 2008; Yoon et al. 2010). A modified RLS protocol based on previously described methods was utilized (Beaupere et al. 2018; Steffen et al. 2009). Briefly, cells were grown on freshly prepared YPD (2% Yeast Extract, 1% Bacto Peptone, 2% glucose) plates at 30°C until single colonies were visible. Cells were selected from a single colony and lightly patched onto new YPD plates overnight. In the morning, founder cells were aligned and selected as newborn daughter cells using a micromanipulator. Cells were monitored for cell division every 90–120 min, and subsequent budded daughter cells were separated and removed as they formed. The process continued until cell division ceased. Replicative lifespan was calculated as the number of times each mother cell divided before permanent cell cycle arrest. Plates were kept in the refrigerator at 4°C overnight. All experimenters were blinded to the identity of any of the treatments at the time of dissection.

### 2.7 Yeast Growth Analysis

WT BY4741 *S. cerevisiae* and an isogenic *ste20Δ* strain, obtained from the yeast gene knockout library (Winzeler et al. 1999), were grown in synthetic (SD) media (VWR Glucose 2%, Difco yeast nitrogen base 0.17%, Fisher ammonium sulfate 5 g/L, appropriate amino acids, and nucleotides) at 30°C. Overnight cultures were back‐diluted to 0.1 OD_600nm_ in identical media, followed by growth at 30°C to mid‐log (~0.5 OD_600nm_), after which the cultures were adjusted to 0.2 OD_600nm_, serially diluted (1/5 dilutions), and spotted onto 2% agar (Hardy Diagnostics CRITERION) containing SD media.

In biological triplicates, WT BY4741 *S. cerevisiae* transformants were grown overnight in synthetic (SD) media (VWR sucrose 2%, Difco yeast nitrogen base 0.17%, Fisher ammonium sulfate 5 g/L, appropriate amino acids, and nucleotides) at 30°C. Overnight cultures were back diluted to 0.1 OD_600nm_ in identical media, followed by growth at 30°C to mid‐log (~0.5 OD_600nm_), after which the cultures were adjusted to 0.2 OD_600nm_, serially diluted (1/5 dilutions), and spotted onto agar (Hardy Diagnostics CRITERION) plates containing either 0.25% galactose +1.75% sucrose SD media (for modest overexpression) or 2% galactose SD media (for maximal overexpression). Images were captured 2 days after spotting. [IF showing day 7, 14, and 21 data add the following]. Continuous liquid culture of yeast transformants in 2% galactose SD media, followed by equivalent serial dilution analysis at days 7, 14, and 21, was subsequently performed.

### 2.8 Quantification and Statistical Analysis

Data are expressed as means ± SD of at least three independent experiments, as indicated in the corresponding Figure legends. The numbers of biological replicates and what they represent are indicated in each Figure legend. Two‐tailed Student's *t*‐tests were used for single comparisons. *p* < 0.05 was considered statistically significant.

### 2.9 Immunoblot Analysis

*Drosophila* tissues were lysed in 100 μL of protein extraction solution (PRO‐PREP for Cell/Tissue, iNtRON BIOTECHNOLOGY) and dissolved in 4× Laemmli sample buffer. Precision Plus Protein Dual Color Standards (BIO‐RAD) were used as a marker. The membrane was washed three times for 10 min with TBST (900 mL distilled water, 100 mL 10× TBS [#HTBS‐1010, HanLAB], 1 mL Tween 20[#1706531, BIO‐RAD]). Blocking was processed in 5% skim milk (Difco Skim Milk, #232100, Becton, Dickinson and Company) in TBST for 1 h. Primary antibodies in 5% skim milk were incubated overnight at 4°C, and secondary antibodies in 5% skim milk were incubated for 2 h at room temperature. The membranes were washed 6 times for 10 min with TBST and treated with SuperSignal West Pico PLUS Chemiluminescent Substrate (Thermo Scientific, #34578). The membrane detection and quantification were obtained with Alliance Q9 (UNITEC Cambridge).

Whole‐cell lysates were prepared in radioimmunoprecipitation assay (RIPA) buffer, separated by sodium dodecyl sulfate‐polyacrylamide gel electrophoresis (SDS‐PAGE), and transferred onto nitrocellulose membranes (Invitrogen iBlot Stack). Immunoblots were performed using antibodies targeting Tuba1a (1:5000, SCBT sc‐5286), MST1 (1:1000, CST #3682), p‐MST1 (1:500, CST #49332), AUF1 (1:2000, Millipore 07–260), HuR (1:2000, SCBT sc‐5261), QKI (1:1000, Abcam ab126742), HA (1:5000, Sigma 11867423001), hnRNP K (1:1000, SCBT sc‐28380), EDC3 (1:1000, SCBT sc‐365024), eIF4E (1:1000, SCBT sc‐9976), Rck (1:1000, SCBT sc‐376433), Dcp2 (1:1000, Abcam ab28658), NCL (1:1000, Abcam ab13541), Akh (*Drosophila*, 1:200, generated by Dr. KS Lee), Act5c (*Drosophila*, 1:3000, Developmental Studies Hybridoma Bank, University of Iowa, JLA20), Actb (1:5000, SCBT sc‐47778), acetyl‐CoA carboxylase 1 (ACC1) (1:1000, CST #4190), fatty acid‐binding protein 4 (FABP4) (1:1000, CST #13368), and fatty acid synthase (FASN) (1:1000, SCBT sc‐55580). Horseradish Peroxidase (HRP)‐conjugated secondary antibodies were purchased from GE Healthcare. The antibody against *Drosophila* Pxn was a gift from Dr. Jiwon Shim, and the Akh antibody was generated by K.‐S.L. in KRIBB.

## 3 RNA‐Sequencing Analysis

To perform RNA‐seq experiments, total RNA was extracted from 50 larval fat body tissues dissected and isolated using the easy‐BLUE reagent (iNtRON Biotechnology), following the manufacturer's protocol. The experimental groups included *Dcg/+* (control), *Dcg* > *Hpo* (Hpo overexpression), and *Dcg* > *Hpo RNAi* (Hpo knockdown), where *Hpo* was manipulated in a fat body‐specific manner. RNA quality was assessed to ensure high integrity and purity before sequencing, and RNA‐seq library preparation and data analyses were conducted by ebiogen (ebiogen.com). The RNA‐seq data have been deposited in the NCBI GEO database under the accession code GSE201903.

## 4 Results

### 4.1 Hpo Overexpression Decreases Lifespan and Lipid Metabolism in *Drosophila melanogaster*

To evaluate the role of Hippo in aging, we first examined the lifespan of *Drosophila melanogaster* selectively overexpressing hpo in the fat body (*Dcg‐Gal4*). Survivorship analysis revealed that hpo overexpression shortened median survival from 54 to 21 days (*p* < 0.0001, 80 total female and male *Drosophila*) and maximum lifespan (Figure 1A). Measurement of *hpo* mRNA by RT‐qPCR (primers listed in Table S1) revealed a 39‐fold increase in *hpo* mRNA in the fat bodies of flies overexpressing hpo (Figure S1A). Contrastingly, knockdown of Hpo by RNAi extended median survival from 54 to 68 days (*p* = 0.0152) (Figure 1A). Maximum survival was not significantly affected.

**FIGURE 1:**
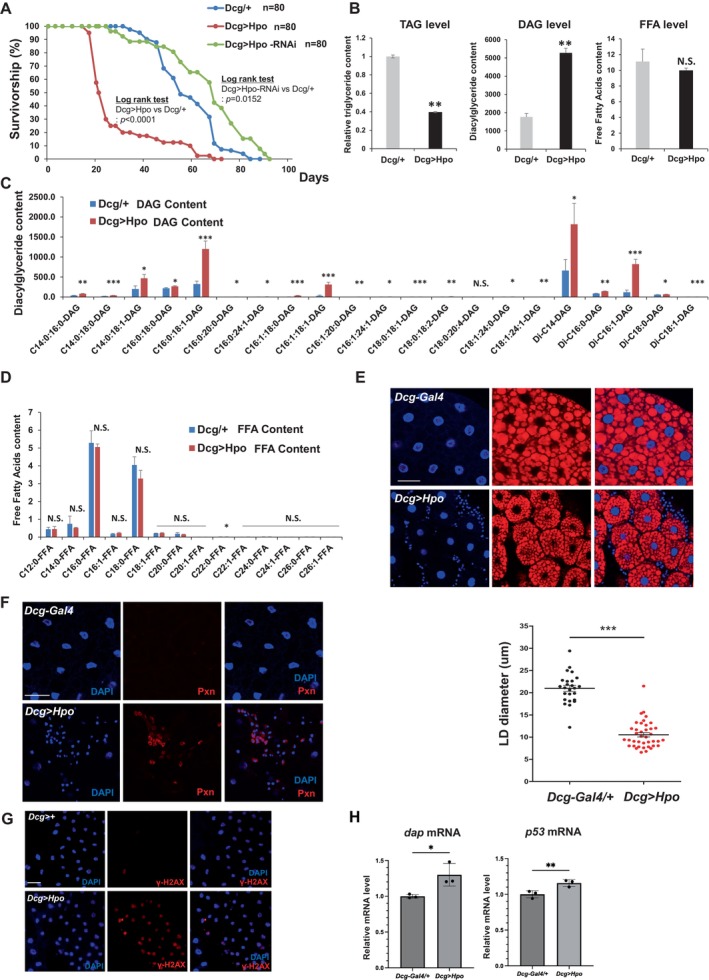
Hippo overexpression decrease of lifespan and promotion of lipolysis in *Drosophila*. (A) Survivorship analysis of wild‐type (Dcg/+), Hippo‐overexpressing (Dcg > Hpo), and Hippo RNAi (Dcg > Hpo‐RNAi) *D. melanogaster* lines from newly eclosed male and female flies. *N* = 80. (B) Levels of TAG, DAG, and FFA species measured by TAG assay and HPLC‐MS/MS analyses of third instar larval homogenates isolated from Dcg/+ and Dcg > Hpo lines. Error bars represent SD of three independent experiments. *N* = 3; **p < 0.01; NS, not significant from Student's *t*‐test. (C, D) Level of DAG (C) and FFA (D) species measured by HPLC‐MS/MS of larval homogenates isolated from Dcg/+ and Dcg > Hpo lines. Error bars represent the SD of three independent experiments. *N* = 3; ***p < 0.001; **p < 0.01; *p < 0.05; NS, not significant from Student's *t*‐test. (E) Staining of fat bodies of third instar larvae from Dcg/+ and Dcg > Hpo lines using nile red (red) and DAPI labeling of nuclei (blue). Quantification of lipid droplet (LD) diameter in Dcg/+ and Dcg > Hpo animals. Each point represents a single LD. Error bars represent SD. *N* = 3, ***p < 0.001 from Student's *t*‐test. Scale bar, 50 μm. (F) Staining of fat bodies of third instar larvae from Dcg/+ and Dcg > Hpo animals using anti‐Pxn antibody as a marker of infiltrating immune cells. Scale bar, 50 μm. (G) Staining of fat bodies of third instar larvae from Dcg/+ and Dcg > Hpo animals using anti‐gamma‐H2AX antibody as a marker of senescence. Scale bar, 50 μm. (H) mRNA levels of *dap* and *p53* from RT‐qPCR data of Dcg > Hpo. Error bars represent the SD of three independent experiments. *N* = 3, **p < 0.01, *p < 0.05 from Student's *t*‐test.

We also evaluated the effect of whole‐body Hpo overexpression and deletion on lifespan in *Drosophila melanogaster* during the adult stage (*Daughterless‐GeneSwitch‐Gal4*, *Da‐GSG*) using treatment with the progesterone antagonist mifepristone/RU486 (Osterwalder et al. 2001) (Figure S1B). Survivorship analysis revealed that ubiquitous Hpo overexpression shortened median survival from 88 to 70 days (*p* < 0.0001 from 152 to 155 total female *Drosophila*, respectively) and decreased maximum lifespan (99 days in untreated animals and 92 days RU486‐treated animals) (Figure S1B). Whole‐body depletion of Hpo using RNAi marginally decreased lifespan (median lifespan 77 days for untreated animals and 69 days for RU486‐treated animals; maximum lifespan 95 days for untreated animals and 92 days for RU486‐treated animals), which differed from fat body‐specific RNAi (*p* < 0.0001 in 172 and 164 female *Drosophila*, respectively) (Figure S1B). The results of these inducible experiments are consistent with those observed in fat body‐specific lines, supporting the physiological relevance of our findings. These data demonstrate that inducible, adult‐specific overexpression and knockdown of Hpo recapitulate the phenotypes observed in tissue‐specific lines, while providing additional evidence that the observed effects are not solely attributable to developmental overexpression or toxicity. In whole‐body overexpression lines, *hpo* mRNA was upregulated 38.9‐fold (*n* = 5 female heads) and depleted ~50% in RNAi lines (Figure S1A). Transcripts encoding proteins involved in lifespan regulation, the immune response, and lipolysis were also altered in Dcg > Hpo lines (Figure S1C). These results were consistent with the notion that Hpo contributes significantly to longevity in *Drosophila*.

Because our results differed from those previously reported in *C. elegans* (Lehtinen et al. 2006), we independently examined the effect of overexpressing the *C. elegans* Hpo homolog cst‐1. As previously observed, cst‐1 overexpression under a ubiquitous promoter slightly increased lifespan (Figure S2A, left). Since the intestine is the major fat storage tissue in *C. elegans* (Musselman and Kühnlein 2018), we generated intestine‐specific cst‐1 expression (isoform A or D) using a V‐ATPase a‐subunit vha‐6 promoter and observed that cst‐1 overexpression marginally increased lifespan compared to control animals (Figure S2A, right). Deletion of the *S. cerevisiae* Hpo homolog sterile 20 (ste20) did not affect *S. cerevisiae* growth rates in the stationary phase relative to the wild‐type strain (Figure S2C). However, Ste20 overexpression using galactose media decreased yeast survival during the stationary phase (Figure S2B). Taken together, these findings revealed that Hpo dosage regulated lifespan in *D. melanogaster* , *C. elegans* , and *S. cerevisiae* , but that the directionality was different and could depend on tissue‐specific expression levels.

### 4.2 Hpo Overexpression Promotes Lipolysis in the *Drosophila* Fat Body

Because fat body‐specific Hpo overexpression shortened lifespan, we hypothesized that fatty acid metabolism was also affected in Hpo‐overexpressing animals. To test this hypothesis, we isolated fat body tissue from wild‐type and Hpo‐overexpressing animals and quantified fatty acid abundance. Total tri‐acylglyceride (TAG) levels were decreased, di‐acyl glyceride (DAG) was significantly increased, while free fatty acids (FFAs) were not changed (Figure 1B). Profiling of individual lipids revealed that almost all species of DAGs, but not of FFAs, were highly upregulated in Hpo‐overexpressing lines (Figure 1C,D). The major lipolytic enzymes adipose triglyceride lipase (ATGL), hormone‐sensitive lipase (HSL), and monoglyceride lipase (MGL) were upregulated in Hpo‐overexpressing animals (Figure S1D).

Nile red staining revealed that Hpo overexpression decreased lipid droplet sizes in larval fat bodies (Figure 1E). We also identified that many small nuclei were present in DNA staining around fat bodies overexpressing Hpo compared to wild‐type (Figure 1E,F). These consisted primarily of immune cells, as evidenced by staining with a macrophage‐like plasmatocyte‐specific antibody, anti‐Pxn antibody (Figure 1F). Infiltration of immune cells, including macrophages, into adipose tissue is a prominent feature of adipose tissue dysfunction in mammals (Exley et al. 2014; Kang and Lee 2024; Chavakis et al. 2023). These findings demonstrated that fat body‐specific Hpo overexpression resulted in functional adipose tissue defects, including decreased lipid droplet size and TAG, abnormal DAG accumulation, and immune cell infiltration. To check whether Hpo overexpression also affects senescence and cancer risk, we also examined Histone γ‐H2AX as a potential marker of cellular senescence. We observed that γ‐H2AX foci are increased in the Hpo overexpression background (Figure 1G). Also, RT‐qPCR data show elevated levels of senescence‐associated mRNAs, including *dap* and *p53* (Figure 1H).

### 4.3 Hpo Overexpression Increased Expression of Lipogenic mRNAs and RNA‐Binding Protein mRNAs

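Transcripts of control (Dcg/+), Hpo-overexpressing (Dcg > Hpo) and Hpo knockdown (Dcg > Hpo-RNAi) animals were counted by QuantSeq, a library kit that reads the 3′ ends of mRNAs, with 1 library per genotype. Dcg-Gal4 is a driver line active in the fat body, the larval organ that stores fat and secretes serum proteins. The most abundant transcript in every library was Lsp1beta, which encodes a larval serum protein made by the fat body. It took 7.36% of the counts in Dcg/+, 8.16% in Dcg > Hpo and 8.77% in Dcg > Hpo-RNAi. The paper states that RNA was extracted from 50 larval fat bodies, and the legend of Figure 2A also names larval fat bodies, whereas the extraction protocol among the deposited labels names 30 adult heads. Storage proteins and lipoproteins of the larval fat body held 18.9% of the counts in Dcg/+, which speaks for larval tissue. The deposited values are raw counts for 16509 genes on the genome build dm6, and the totals were 21918672 in Dcg/+, 23227940 in Dcg > Hpo and 23524682 in Dcg > Hpo-RNAi.
Each count was divided by the total of its library, and a gene is compared by the ratio of these shares with an exact 95% interval (Clopper-Pearson, on the split of the counts between 2 libraries). A gene of a list was measured when it had at least 10 counts in either library, and it was called higher at a ratio of 2 or more with an interval wholly above 1, or lower at 0.5 or less with an interval wholly below 1. A list is described by its median log2 ratio (scaled counts plus 1) and by the percentile of that median among 10000 random lists of similar expression. A count of 0 allows up to 3 counts, and folds against 0 are lower bounds from this floor. With a single library per genotype no test between genotypes was possible. Ratios therefore describe these libraries, and their intervals cover counting error only.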

To identify the molecular mechanisms for Hpo suppression of fatty acid metabolism and/or promotion of lipid anabolism, we performed high‐throughput RNA‐seq analysis using total RNA purified from wild‐type control (Dcg‐gal4/+), Hpo‐overexpressing (Dcg > Hpo), and Hpo knockdown (Dcg > Hpo‐RNAi) animals. 

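hpo, which encodes the Hippo kinase (FBgn0261456, chromosome 2R of dm6, 19493996 to 19496856), had 289 counts in Dcg/+, 11568 in Dcg > Hpo and 182 in Dcg > Hpo-RNAi. Its ratio to the control was 37.8 in Dcg > Hpo (95% interval 33.6 to 42.6) and 0.587 in Dcg > Hpo-RNAi (0.485 to 0.709). Among the 18 measured Hippo pathway components, 5 were called higher and 0 lower in the Dcg > Hpo library, namely hpo, ft, fj, sd and ex (the last at 1.97 with TMM scaling). The ratio of ft, the atypical cadherin upstream of the kinase, was 12.4 (6.30 to 27.7), and that of sd, the transcription factor partner of Yorkie, was 2.78 (2.27 to 3.42). In Dcg > Hpo-RNAi, 4 of 19 were called higher, ft and fj among them, and only yki, the coactivator restrained by the pathway, was called lower, at 0.399 (0.301 to 0.526). yki was at 0.981 (0.793 to 1.21) in Dcg > Hpo. Of 10 measured target genes of Yorkie, 4 were called higher and 0 lower in Dcg > Hpo (median log2 ratio 0.85), with dm, the fly Myc gene, at 4.18 (3.82 to 4.57). In Dcg > Hpo-RNAi 1 was called higher and 1 lower (median 0.09), or 2 lower with each other scaling. Some imaginal disc genes were higher in both libraries too, with 7 of 10 measured members called in Dcg > Hpo and 5 of 10 in Dcg > Hpo-RNAi, such as Dll with 2 counts in Dcg/+, 80 in Dcg > Hpo and 21 in Dcg > Hpo-RNAi, and nub with 2, 17 and 16.
The 3′ part of hpo overlaps Rep, a gene on the opposite strand, and whether reads were counted by strand is not stated. The ratio of Rep was 1.07 in Dcg > Hpo and 0.699 in Dcg > Hpo-RNAi.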

*Hpo* mRNA was significantly increased with Hpo overexpression (33.3‐fold upregulation) and decreased by Hpo knockdown (0.552‐fold downregulation) relative to control (Dcg‐gal4/+). In Dcg > Hpo animals, 244 transcripts were upregulated, and 4064 transcripts were downregulated (> 2‐fold) relative to wild‐type animals (Table S2). 

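In the Dcg > Hpo library, 2745 of the 16509 genes were more than 2-fold higher than in the control and 3806 were more than 2-fold lower (counts scaled to a common total, plus 1). Genes of spermatocytes and the male germ line stood out on the lower side: 31 of 34 measured members were called lower and 0 higher, with a median log2 ratio of -4.65. Of its members, Mst77F, a chromatin protein of sperm, went from 480 counts in Dcg/+ to 1. S-Lap7, a leucyl aminopeptidase of sperm outside the list, went from 4520 to 38. On the higher side, 12 of 17 measured gut genes were called higher and 3 lower (median 5.04, and none lower with quantile normalization), including the lysozyme LysB at 407 (95% interval 159 to 1497) and the serine protease Jon65Aiv at 56.8 (49.1 to 66.1). All 15 measured muscle genes were called higher (median 2.88), with the myosin light chain Mlc2 at 13.6 (12.6 to 14.8) and the troponin T gene up at 11.8 (10.6 to 13.2). Neuron genes were called higher in 16 of 19 cases and lower in 0 (median 2.55), or in 14 and 1 with TMM scaling. The fat body storage proteins and lipoproteins had 3 of 13 members called higher and 0 lower, with a median of 0.08 that turned to -0.09 with TMM scaling. Lysozyme genes of the Lys cluster are near-identical copies, so their separate values are uncertain.
Libraries simulated as unchanged, with counting error alone, gave 302 to 394 higher and 518 to 623 lower genes, most of them at low counts. The simulations hold no variation between animals or preparations, so unchanged genotypes could differ in more genes. With at least 50 counts in either library the observed numbers were 1411 and 1708. Quantile normalization turned the balance, to 3744 higher and 3173 lower genes.

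**Figure D1:**
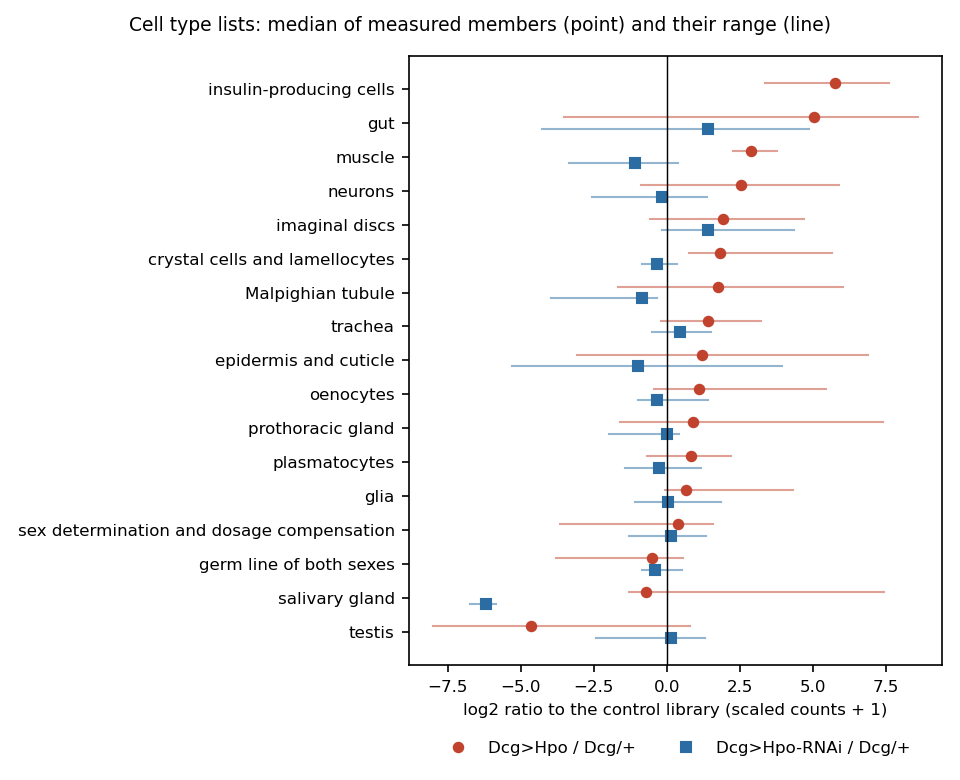
Median log2 ratio to Dcg/+ (points) and range of the measured members (lines) of each cell type list, for Dcg > Hpo (red circles) and Dcg > Hpo-RNAi (blue squares), 1 library per genotype. In Dcg > Hpo the median is -4.65 for testis and 5.04 for the gut. That of the insulin-producing cells, 5.76, rests on genes with 0 counts in Dcg/+ and is 4.09 with these at the floor of 3 counts. Corpora cardiaca and corpus allatum, with 2 measured members each, are left out, as are the insulin-producing cells in Dcg > Hpo-RNAi, with 1.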

In Hpo knockdown animals, 1382 transcripts were upregulated, and 2256 transcripts were downregulated (> 2‐fold) relative to control (Table S2). 

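In the Dcg > Hpo-RNAi library, 1502 genes were more than 2-fold higher than in Dcg/+ and 2107 were more than 2-fold lower. The glue protein genes of the salivary gland were among the genes with the strongest reduction: all 8 measured members of the salivary gland list were called lower, with a median log2 ratio of -6.20. Sgs3 had 280648 counts in Dcg/+ and 3550 here, a ratio of 0.0118 (95% interval 0.0114 to 0.0122), and Sgs7 had 324115 and 3253. In Dcg > Hpo the same list had 3 members called higher and 3 lower of 9 (median -0.70). On the higher side, Dro, which encodes the antimicrobial peptide drosocin, went from 30 to 3244 counts, a ratio of 101 (70.4 to 149.6). ImpE2, an ecdysone-inducible gene of imaginal discs, had a ratio of 63.6 (32.0 to 148), and the heat shock gene Hsp70Bb had 76.4 (32.5 to 237), although its near-identical copies make single Hsp70 values uncertain. Of 15 measured muscle genes, 8 were called lower and 0 higher (median -1.08), and of 35 measured testis genes 3 were called higher and 2 lower (median 0.15), with 1 higher under TMM scaling.
Simulated unchanged libraries, again with counting error alone, gave 309 to 419 higher and 509 to 610 lower genes. With at least 50 counts in either library, 448 higher and 509 lower genes were observed.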

Gene Ontology analysis enriched G protein‐coupled receptor signaling pathways (FDR: 7.31E^−15^), hormone activity (FDR: 8.45E^−08^), protein localization to mitochondria (FDR: 6.83E^−06^), and nucleosome assembly (FDR: 7.72E^−05^) (Table S3). 

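Of 40 measured neuropeptide and peptide hormone genes, 23 were called higher and 1 lower in the Dcg > Hpo library, with a median log2 ratio of 1.53 (percentile 100.0). The list includes Ilp2, Ilp3, Ilp5, Akh and AstC, which the paper's figures also print. Hug, the precursor of hugin peptides, had 0 counts in Dcg/+ and 53 in Dcg > Hpo (at least 16.7-fold higher), NPF, the fly neuropeptide F, had 0 and 49 (at least 15.4-fold), and Capa had a ratio of 7.62 (95% interval 4.27 to 14.8). Of 19 measured neuropeptide and hormone receptors, 9 were called higher and 2 lower (median 0.95, percentile 98.3), and 14 higher and 1 lower with quantile normalization. Pdfr, the receptor of the circadian neuropeptide Pdf, was at 10.1 (5.71 to 19.4), whereas AkhR, the Akh receptor of the fat body, was at 0.610 (0.552 to 0.674). Neuron markers moved with these peptides in this library, such as fne at 66.4 (33.5 to 155). In Dcg > Hpo-RNAi, 4 of 25 measured peptide genes were called higher and 5 lower (median -0.36), and 1 of 13 receptors was called higher (none with TMM scaling) and 7 lower (median -1.15). Summed counts, which follow the most abundant members, went against these medians: the peptide genes held 0.122% of the counts in Dcg/+, 0.102% in Dcg > Hpo and 0.138% in Dcg > Hpo-RNAi, and the receptors 0.0415%, 0.0222% and 0.0466%.
Of 25 genes of mitochondrial protein import, 10 were called lower and 0 higher in Dcg > Hpo (median -0.43, percentile 0.395), although their summed counts rose from 0.0742% to 0.0859% of the library. These were Tim13, with 175 counts in Dcg/+ and 0 in Dcg > Hpo (at least 61.8-fold lower), Tim17b1 at 0.00767 (0.000924 to 0.0280), ttm2 at 0.0143 (0.00171 to 0.0527), and 7 others, among them Tim17a2, ttm3 and tomboy40. Testis genes were lower in the same library, such as c-cup with 199 and 0 counts. In Dcg > Hpo-RNAi, 2 of the 25 import genes were called higher (1 with TMM scaling) and 0 lower (median 0.21), with Roe1 at 2.30 (1.95 to 2.71).
The core histone list holds genes that build the nucleosome, and also the linker histones His1 and BigH1. Of its 76 measured genes, 27 were called higher and 27 lower in Dcg > Hpo, with a median of -0.19. Quantile normalization turned the median to 0.43 and left 3 of the lower calls. The lower calls that it removed were of His1 and His2A copies. Summed over all copies, histone counts were higher in both libraries, at 0.0722% of the counts in Dcg/+, 0.206% in Dcg > Hpo and 0.134% in Dcg > Hpo-RNAi. His2B:CG33894 was at 4.59 (4.35 to 4.86) and BigH1, a linker histone of germ cells and early embryos, at 0.0166 (0.00198 to 0.0612). In Dcg > Hpo-RNAi, 23 of 73 were called higher and 19 lower, and the median of -0.29 turned positive among genes with at least 50 counts. Histone genes are near-identical repeated copies, so reads cannot be assigned to single copies with certainty.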

To determine whether Hpo overexpression and knockdown affect the abundance of transcripts in opposite directions, we analyzed genes associated with lipid metabolism‐related GO terms (Figure S1E). 

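Among 16 measured genes of fatty acid and triglyceride synthesis, 5 were called higher and 0 lower in the Dcg > Hpo library (median log2 ratio 0.30, percentile 79.6), of which 3 stayed called with TMM scaling. ATPCL, the ATP citrate lyase that supplies acetyl-CoA, had a ratio of 3.07 (95% interval 2.91 to 3.25), and sug, a transcription factor of sugar and lipid metabolism, had 2.20 (2.00 to 2.41). CG17374, a fatty acid synthase that is also in the oenocyte list, went from 4 to 230 counts. In Dcg > Hpo-RNAi, 4 of 15 were called lower and 0 higher (median -0.27, percentile 1.03). CG3523, the main fatty acid synthase of the fat body, was at 0.178 (0.162 to 0.195) in that library and at 1.68 (1.61 to 1.76) in Dcg > Hpo. Men, the malic enzyme that supplies NADPH, was at 0.242 (0.224 to 0.262) in Dcg > Hpo-RNAi and had 3031 counts in Dcg/+ and 2342 in Dcg > Hpo. mdy, a diacylglycerol acyltransferase, had 632 counts in Dcg/+, 781 in Dcg > Hpo and 259 in Dcg > Hpo-RNAi.
Of 13 measured genes of lipid droplets and lipolysis, 3 were called higher and 1 lower in Dcg > Hpo (median 0.24), and 2 were called higher and 2 lower in Dcg > Hpo-RNAi (median -0.22). With library totals, none of the 14 genes of fatty acid oxidation was called higher or lower in either library (medians -0.11 and -0.08). CG10399, the HMG-CoA lyase gene, at 0.524 (0.443 to 0.619) in Dcg > Hpo, was called lower with TMM scaling (0.464) and with the other planned scalings.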

To provide a clearer illustration of the regulation of these genes, we included a four‐way Venn diagram with the list of the overlapping genes that are upregulated in Hpo overexpression and downregulated in Hpo knockdown (Figure S1F). In addition, we extended our analysis to genes associated with aging and immune response GO terms. 

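Genes more than 2-fold higher in Dcg > Hpo and more than 2-fold lower in Dcg > Hpo-RNAi numbered 484, and those lower in Dcg > Hpo and higher in Dcg > Hpo-RNAi numbered 282. spok, a cytochrome P450 of ecdysone synthesis in the prothoracic gland and one of the genes printed in Figure S1F, had 2 counts in Dcg/+, 311 in Dcg > Hpo and 0 in Dcg > Hpo-RNAi. nvd, an oxygenase of the same pathway, had 4, 73 and 0 counts. A decrease in Dcg > Hpo-RNAi is not shown for either, since spok is under the floor in both libraries and the interval of nvd holds 1. Of the 12 measured prothoracic gland genes, 6 were called higher and 1 lower in Dcg > Hpo (median log2 ratio 0.91). In Dcg > Hpo-RNAi 2 of 9 were called lower and 0 higher, with a median of 0.02 that turned to -0.07 with TMM scaling.
Independent sets of these sizes, drawn from all 16509 genes, would share 350.3 and 346. That total includes genes with hardly any counts, which cannot enter the sets, so these expected numbers are underestimates. Libraries simulated as unchanged, with counting error alone, shared 1 to 14 and 2 to 14. Genes higher in both libraries numbered 659 (249.7 if independent, 106 to 160 in the simulations), and those lower in both numbered 929 (486 if independent, 174 to 247). Both ratios use the same control library, whose counting error moves a gene the same way in both. With at least 50 counts in either library, the opposite overlaps were 117 and 48 genes.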

Our results confirmed that a subset of genes within these categories exhibit opposite directions of changes between Hpo overexpression and knockdown conditions (Figure S1G).

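Of the 15 immune genes printed in Figure S1G, 11 were called higher and 3 lower in the Dcg > Hpo library, and 10 of 13 measured ones were called lower and 0 higher in Dcg > Hpo-RNAi. Of its 16 aging genes, 4 were called higher and 3 lower in Dcg > Hpo, and 2 higher and 6 lower in Dcg > Hpo-RNAi. With TMM scaling 3 aging genes were called higher and 6 lower in Dcg > Hpo. These genes were chosen by the study from the same libraries, so the tallies are not independent evidence. The broader list of Bomanin and other immune-induced peptides secreted by the fat body had 13 of 15 measured members called higher and 0 lower in Dcg > Hpo (median log2 ratio 2.57, percentile 100.0) and 1 of 13 higher and 9 lower in Dcg > Hpo-RNAi (median -1.68). The figure prints IM1, IM2, IM3, IM4, IM14 and IM23 of this list, and its values had been seen when the list was set. IM2 had a ratio of 6.71 (95% interval 5.04 to 9.10) in Dcg > Hpo and 0.155 (0.0674 to 0.317) in Dcg > Hpo-RNAi, and IM3 had 5.50 (4.46 to 6.83) and 0.231 (0.144 to 0.357). Of the antimicrobial peptide genes, 1 of 9 was called higher and 2 lower in Dcg > Hpo (median 0.05, and -0.13 with TMM scaling, while quantile normalization called 3 higher), and 1 of 8 was called higher and 4 lower in Dcg > Hpo-RNAi (median -1, percentile 0.0200, beside 0.0100 for the Bomanin list). Drs, which encodes the antifungal peptide drosomycin, had 41052 counts in Dcg/+, 5471 in Dcg > Hpo and 19840 in Dcg > Hpo-RNAi.
Among blood cell markers in Dcg > Hpo, 5 of 7 crystal cell and lamellocyte genes were called higher and 0 lower (median 1.81), or 4 with TMM scaling. Of 11 plasmatocyte genes 3 were called higher and 0 lower (median 0.84), or 2 with TMM. Their summed counts, which follow the most abundant members, went from 10672 in Dcg/+ to 9670. Pxn, the plasmatocyte marker stained in the paper, was at 0.852 (0.758 to 0.959) in Dcg > Hpo and 0.823 (0.731 to 0.927) in Dcg > Hpo-RNAi. These values are RNA shares of a whole library, a measure unlike the staining of cells in the paper. In Dcg > Hpo-RNAi, none of 5 crystal cell and lamellocyte genes was called (median -0.34), and 1 of 11 plasmatocyte genes was called higher and 2 lower (median -0.28).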

Among transcripts inversely fluctuating in Dcg > Hpo relative to Dcg > Hpo‐RNAi animals, we further evaluated transcripts encoding proteins involved in lipid metabolism, identifying that mRNA levels of insulin‐like peptide 2 (Ilp2), Ilp3, Ilp5, and Akh were highly increased in Dcg > Hpo animals (Figure 2A). 

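Ilp2, Ilp3 and Akh transcripts were counted in the Dcg > Hpo library alone. Ilp2, an insulin-like peptide of the brain (FBgn0036046, chromosome 3L of dm6, 9799698 to 9800440), had 0 counts in Dcg/+, 196 in Dcg > Hpo and 0 in Dcg > Hpo-RNAi, at least 61.7-fold higher than the control. Ilp3 (FBgn0044050, 3L, 9801298 to 9802120) had 0, 54 and 0 counts (at least 17.0-fold higher), and Akh, the adipokinetic hormone that mobilizes stored fat (FBgn0004552, 3L, 4141467 to 4142070), had 0, 43 and 0 counts (at least 13.5-fold higher). Ilp5 (FBgn0044048, 3L, 9823349 to 9823897) had 10, 117 and 8 counts, with a ratio of 11.0 (95% interval 5.79 to 23.6) in Dcg > Hpo and 0.745 (0.256 to 2.10) in Dcg > Hpo-RNAi. For Ilp2, Ilp3 and Akh no decrease in Dcg > Hpo-RNAi was detectable at this depth, since the control also had 0 counts. In the same Dcg > Hpo library the pan-neuronal vesicle protein gene nSyb had 302 counts against 58 in Dcg/+, and phm, a prothoracic gland enzyme of ecdysone synthesis, had 0 counts in Dcg/+ and 172 in Dcg > Hpo. Some other genes of these tissues, already abundant in Dcg/+, were not higher. The neuron gene Syt1 had 4454 and 2553 counts, and sro of the prothoracic gland 1954 and 689. CG8317, listed with Akh for the corpora cardiaca, had 10143 and 9654.
Ilp2 and Ilp3 lie within CG32052, which had 5, 18 and 6 counts, and Ilp5 lies within CG43897, whose ratio in Dcg > Hpo was 9.03 (7.14 to 11.5), and strand use in the counting is not stated. The paper adds Akh immunostaining, immunoblots and RT-qPCR of fat bodies, and a shut-off assay that its text describes in transfected S2 cells (Figure 2B–E). It also measured lower TAG and higher DAG directly (Figure 1B–D). It concludes that Hpo stabilized transcripts of fatty acid metabolism and so promoted the breakdown of TAG to DAG.

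**Figure D2:**
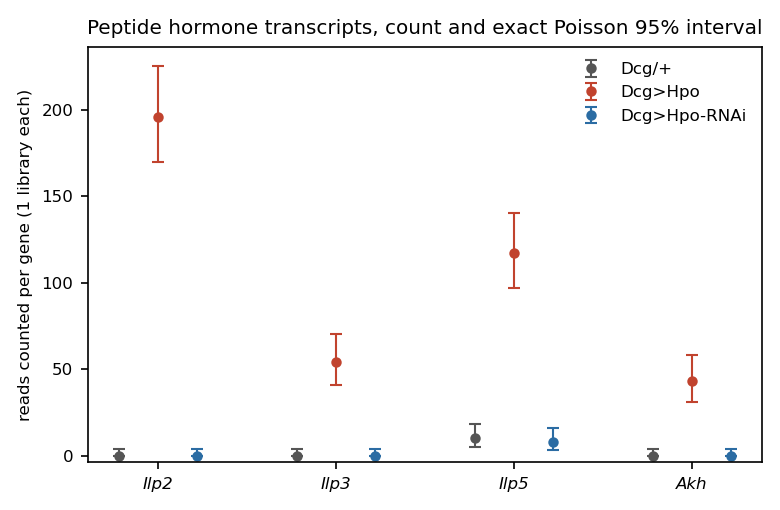
Reads counted for Ilp2, Ilp3, Ilp5 and Akh (points) with exact Poisson 95% intervals (bars) in Dcg/+ (grey), Dcg > Hpo (red) and Dcg > Hpo-RNAi (blue), 1 library per genotype. Dcg > Hpo holds 196, 54, 117 and 43 counts, whereas the highest count of the other libraries is 10, for Ilp5 in Dcg/+.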

Immunostaining and Western blot analysis with the Akh antibody confirmed that Akh was highly overexpressed in fat bodies isolated from Dcg > Hpo animals (Figure 2B,C). The increased protein level of Hpo was also shown by Western blot analysis in Hpo‐overexpressing flies (Figure 2C). We demonstrated that the accumulation of *Akh* mRNA (Figure 2D) was primarily due to increased stability using transcription shut‐off and RT‐qPCR analysis of S2 cells transfected with empty or Hpo‐Myc plasmids (Figure 2E). These results demonstrated that Hpo stabilized transcripts involved in fatty acid metabolism and their post‐transcriptional regulators, promoting the rapid breakdown of TAG to DAG.

**FIGURE 2:**
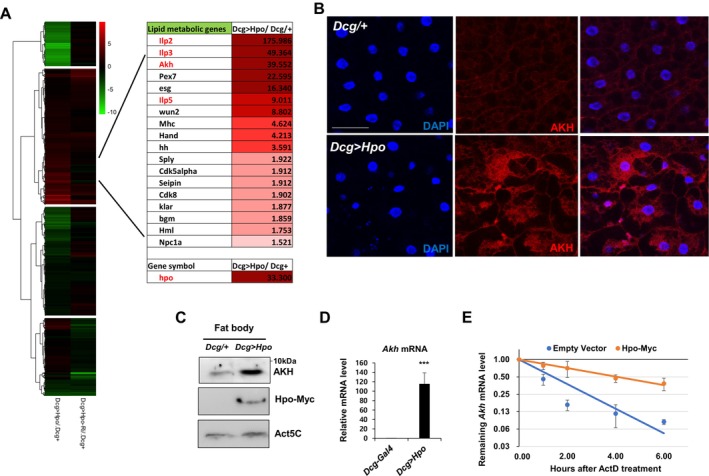
Hippo overexpression upregulation of lipid metabolism and RNA‐binding protein genes in *Drosophila*. (A) Heatmap of RNA‐seq using total RNA isolated from fat bodies of third instar larvae of Dcg/+ and Dcg > Hpo animals. Relative abundance of transcripts encoding lipid metabolism genes (*top*) and hpo were plotted in Dcg > Hpo animals. (B) Immunostaining of fat bodies of third instar larvae isolated from Dcg/+ and Dcg > Hpo animals with Akh (red) and DAPI (blue). Scale bar, 50 μm. (C–E) Protein and mRNA levels were measured by immunoblot (Akh, Myc, and Act5C) and RT‐qPCR (*Akh* mRNA) in fat bodies of third instar larvae of Dcg/+ and Dcg > Hpo animals. *Akh* mRNA stability was measured after transcription inhibition using actinomycin D in Dcg/+ and Dcg > Hpo animals. *N* = 3, ***p < 0.001 from Student's *t*‐test.

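All 18 genes printed in Figure 2A had ratios above 1 in the Dcg > Hpo library with intervals that exclude 1, and 16 of them were called higher. With TMM scaling 10 of 18 were called, as Sply, Cdk5alpha, Seipin, Cdk8, klar and bgm fell just below 2-fold, to between 1.87 and 1.94, and median-of-ratios scaling called 12. The ratio of wun2, a lipid phosphate phosphatase, was 10.5 (95% interval 6.19 to 19.2), that of Sply, the sphingosine-1-phosphate lyase, was 2.18 (1.94 to 2.44), and that of bgm, a very long chain acyl-CoA synthetase, was 2.11 (1.63 to 2.75). Pex7, a peroxisomal import receptor, and esg, a transcription factor of precursor cells, had 0 counts in Dcg/+ and 24 and 17 in Dcg > Hpo. The lowest of the 18 was Npc1a, a sterol transporter, at 1.72 (1.59 to 1.86). Several of these genes also serve as markers of other tissues: Mhc, the muscle myosin heavy chain, was at 5.24 (4.72 to 5.82), Hml, a clotting protein of plasmatocytes, at 1.98 (1.74 to 2.27), and hh, the Hedgehog ligand of imaginal discs, at 4.34 (2.16 to 9.65). In Dcg > Hpo-RNAi, 12 of the 18 were measured, of which hh was called higher and Cdk5alpha lower, with 31 counts in Dcg/+ and 6 in Dcg > Hpo-RNAi. The study drew these genes from the same libraries, so their common direction is not independent evidence.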

To identify RNA‐binding proteins that regulated *Akh* mRNA stability, we profiled proteins interacting with *Akh* mRNA in S2 cell lysates (Ko et al. 2021). Anti‐sense oligo (ASO)‐mediated pull‐down of *Akh* mRNA and mass spectrometry of co‐purified proteins revealed that *Akh* mRNA interacted with the RNA‐binding proteins La‐related protein (LARP), LARK, and Modulo (mod) (Ko et al. 2021). Reflecting the data of the *Akh* mRNA interactome by using ASO pull‐down and Hpo overexpression‐dependent transcriptome, we identified several RBPs as shown on the heatmap (Figure 3A). Among these proteins, transcripts encoding mod were overexpressed in Dcg > Hpo animals. Similarly, embryonic lethal abnormal vision (Elav), quaking (Qki), Mod, Edc3, Squid (Sqd), and *Drosophila* fragile X mental retardation 1 (dFMR1) mRNA levels were upregulated in Dcg > Hpo animals (Figure 3A). 

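mod, which encodes the nucleolar RNA- and DNA-binding protein Modulo (FBgn0002780, chromosome 3R of dm6, 32052060 to 32054974), had 206 counts in Dcg/+, 457 in Dcg > Hpo and 143 in Dcg > Hpo-RNAi. Its ratio to the control was 2.09 (95% interval 1.77 to 2.48) in Dcg > Hpo and 0.647 (0.519 to 0.804) in Dcg > Hpo-RNAi. The ratio in Dcg > Hpo fell below 2 with each other scaling, to 1.85 with TMM, 1.91 with median-of-ratios factors and 1.88 with quantile normalization. Of the other RNA-binding proteins found with Akh mRNA, larp had 467 counts in Dcg/+ and 790 in Dcg > Hpo (interval of the ratio 1.42 to 1.79), and lark had 265 and 297 (0.893 to 1.25).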

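elav, the pan-neuronal RNA-binding protein gene (FBgn0260400), had 129 counts in Dcg/+, 1540 in Dcg > Hpo and 177 in Dcg > Hpo-RNAi, with a ratio of 11.3 (95% interval 9.41 to 13.6) in Dcg > Hpo. Other neuron genes were higher in that library too, such as the glutamate transporter gene VGlut at 15.3 (6.29 to 48.3). Edc3, a decapping enhancer, was at 1.87 (1.48 to 2.37) and sqd, an hnRNP, had 4625 counts in Dcg/+ and 8993 in Dcg > Hpo. Fmr1, the fly gene of fragile X protein (FBgn0028734), had 720, 391 and 1018 counts, with ratios of 0.512 (0.452 to 0.580) in Dcg > Hpo and 1.32 (1.20 to 1.45) in Dcg > Hpo-RNAi. For quaking, Figure 3A prints the related gene qkr54B, which had 16, 38 and 9 counts and a ratio of 2.24 (1.22 to 4.31) in Dcg > Hpo. how, the closest fly homolog of quaking, was at 1.07 (0.975 to 1.17).
elav overlaps arg on the opposite strand, which was itself at 4.01 (3.69 to 4.36) in Dcg > Hpo.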

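me31B, which encodes a DEAD-box RNA helicase of processing bodies (FBgn0004419, chromosome 2L of dm6, 10239341 to 10242172), had 616 counts in Dcg/+, 591 in Dcg > Hpo and 667 in Dcg > Hpo-RNAi. Its ratio to the control was 0.905 (95% interval 0.807 to 1.02) in Dcg > Hpo and 1.01 (0.903 to 1.13) in Dcg > Hpo-RNAi. With library totals, none of the 15 measured mRNA decay and processing body genes was called higher or lower in either library. Their median log2 ratio was -0.09 in Dcg > Hpo, and in Dcg > Hpo-RNAi it was 0.05, or -0.04 with TMM scaling. The members farthest from 1 in Dcg > Hpo were the deadenylase genes twin at 0.506 (0.462 to 0.554) and Pop2 at 0.546 (0.458 to 0.649), which TMM scaling called lower, at 0.448 and 0.483, and the Argonaute gene AGO1 at 1.95 (1.88 to 2.03). Dcp2, the decapping enzyme, was at 1.18 (1.09 to 1.27) and 1.02 (0.941 to 1.11).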

Given that the level of *Me31b* mRNA was elevated in Dcg > Hpo, several key RBPs are enriched in the *Akh* mRNA pull‐down (Ko et al. 2021), and Me31b functions in maternal mRNA decay in *Drosophila* (Wang et al. 2017), we prioritized Me31b as a potential regulator of *Akh* mRNA. RNA affinity pull‐down of *Akh* mRNA enriched Me31b in *Drosophila* S2 cell lysates (Figure 3B, *left*), while Hpo overexpression promoted the interaction of *Akh* mRNA with Me31b (Figure 3B, *right*). Immunoprecipitation of GFP‐tagged Me31b also enriched *Akh* mRNA, which was enhanced by Hpo overexpression (Figure 3C). Importantly, *Akh* mRNA was even further increased when Me31b and Hpo were co‐expressed. Further, increased *Akh* mRNA and protein levels in Dcg > Hpo animals were reversed when the Dcg > Hpo line was crossed with either Me31b or Dcp2 RNAi lines (Figure 3D). These results suggested that *Akh* mRNA was stabilized by Hpo‐mediated overexpression of RNA‐binding proteins, potentially by direct phosphorylation.

**FIGURE 3:**
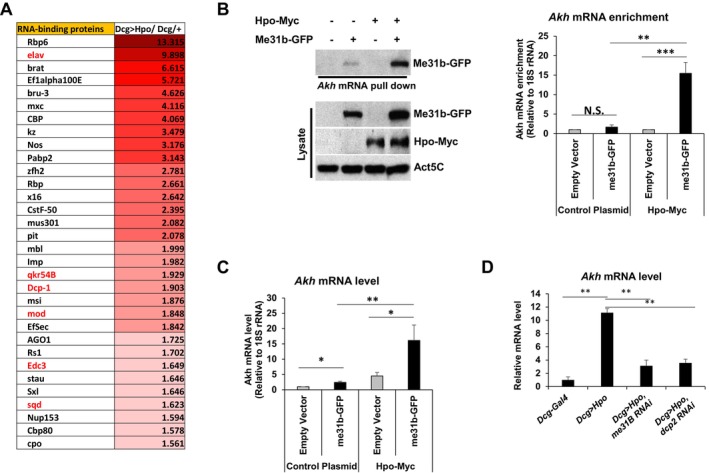
Hippo overexpression upregulates Akh expression level. (A) Relative abundances of transcripts encoding RNA‐binding proteins (*top*) are plotted according to their degrees of fold changes. (B) *Akh* mRNA pull‐down (*left*) and Western blot of Me31b‐GFP (*right*) using S2 cell lysates. *Akh* mRNA RT‐qPCR of me31b‐GFP immunopellets from lysates of S2 cells transfected with empty vector or a Hpo‐Myc‐expressing plasmid. *N* = 3, ***p < 0.001, **p < 0.01, *p < 0.05, NS, not significant from Student's *t*‐test. (C) *Akh* mRNA level in S2 cells transfected with plasmids expressing me31b‐GFP or Hpo‐Myc relative to empty vector control. *N* = 3, **p < 0.01, *p < 0.05 from Student's *t*‐test. (D) *Akh* mRNA level in fat bodies of third instar larvae of Dcg/+, Dcg > Hpo, Dcg > Hpo/Me31b RNAi, and Dcg > Hpo/Dcp2 RNAi animals. *N* = 3, **p < 0.01 from Student's *t*‐test.

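The paper gives the genes of Figure 3A as encoding RNA-binding proteins, which was not checked for each gene. All 32 printed there had ratios above 1 in the Dcg > Hpo library with intervals that exclude 1, and 23 were called higher. With TMM scaling 16 were called: Imp, qkr54B, Dcp-1, msi, mod and EfSec fell just below 2-fold, and the interval of Nos came to hold 1. The largest ratio was that of Rbp6, a homolog of Musashi, at 15.3 (95% interval 11.8 to 20.0). brat, a translational repressor of neural stem cell progeny, was at 7.53 (6.25 to 9.13), Pabp2, the nuclear poly(A)-binding protein, at 3.56 (3.28 to 3.86), mbl, a splicing factor of muscle and neurons, at 2.26 (2.07 to 2.47), and Imp, an mRNA-binding protein of stem cells and neurons, at 2.24 (2.13 to 2.35). The lowest was cpo at 1.77 (1.44 to 2.18), and the widest interval was that of Nos, with 2 and 10 counts (4.72, 1.01 to 44.3). In Dcg > Hpo-RNAi, 31 were measured, of which CBP and kz were called higher, and Ef1alpha100E, at 0.474 (0.338 to 0.658), and cpo, at 0.414 (0.304 to 0.560), were called lower. The study selected this set from its Akh mRNA pull-down together with the same libraries, so the common direction is not independent evidence.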

### 4.4 Mouse Mst1 Promoted Adipocyte Differentiation and Lipolysis

To determine if the role of Hpo in adipogenesis and lipid metabolism was conserved in mammals, we studied the role of the mammalian Hippo homolog Mst1 in an in vitro model of primary mouse adipocyte differentiation. Administration of the Mst1 inhibitor Xmu‐mp‐1 in primary adipocytes delayed differentiation in a dose‐dependent manner (Figure 4A *left* and Figure S3). We introduced Mst1 shRNAs by using the lentiviral constructs into primary adipocytes or 3T3‐L1 cell lines, and then observed changes similar to Xmu‐mp‐1 treatment (Figure S2D–F). DAG profiles revealed that increased DAG production in mature adipocytes was suppressed by treatment with the Mst1 inhibitor (Figure 4A *right* and Figure S3A). Delayed adipocyte differentiation was confirmed by western blot and RT‐qPCR analyses of adipogenic proteins (Figure 4B, *left*). mRNAs such as leptin (*Lep*), fatty acid binding protein 4 (*Fabp4*), adiponectin (*Adipoq*), and glucagon (*Gcg*), which are normally induced 8 days after differentiation, were not induced after administration of the Mst1 inhibitor (Figure 4B, *right* and Figure S3B). Treatment with the ROS scavenger N‐acetyl‐L‐cysteine or the cytochrome P450 family 2 subfamily E member 1 (CYP2E1) inhibitor chloromethiazole (Cui et al. 2019; Eap et al. 1998; Hu et al. 1994) did not affect adipocyte differentiation (Figure S3C–D). These results demonstrated that Mst1 was essential for mouse adipocyte differentiation independent of ROS generation. Furthermore, we have examined the levels of *p16* and *p21* mRNAs as senescence markers, and then identified that Xmu‐mp‐1 treatments suppressed induction of *p16* and *p21* mRNAs upon 3 T3‐L1 differentiation as suggested in Fan et al. (2020) Aging (Figure 4C). We found that Mst1 depletion by shRNAs in primary adipocytes does not promote senescence and rather its depletion suppresses induction of *p16* and *p21* mRNA as a marker of senescence (Figure S4C).

**FIGURE 4:**
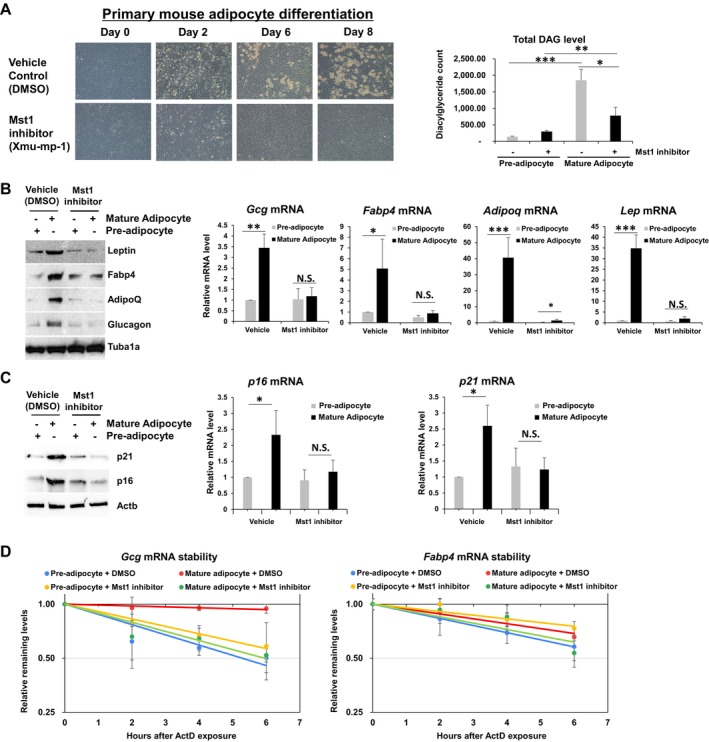
Hippo promotion of mouse adipocyte differentiation via RNA‐binding protein phosphorylation. (A) Phase contrast images (*left*) and total DAG levels (*right*) of primary mouse adipocytes on days 0, 2, 6, and 8 after differentiation and co‐treatment with the Mst1 inhibitor Xmu‐mp‐1 (5 μM) or vehicle (DMSO) beginning on day 0. *N* = 3, ***p < 0.001, from Student's *t*‐test. (B) mRNA (RT‐qPCR, *right*) and protein (Western blot, *left*) levels of *Lep*, *Fabp4*, *Adipoq*, and *Gcg* mRNAs and proteins from pre‐adipocytes (Day 0) and mature adipocytes (Day 8) after treatment with the Mst1 inhibitor or vehicle. Values are expressed as mean ± SD of three independent experiments (*p* < 0.001, Student's *t*‐test). *N* = 3, ***p < 0.001, **p < 0.01, *p < 0.05, NS, not significant from Student's *t*‐test. (C) mRNA (RT‐qPCR, *right*) and protein (Western blot, *left*) levels of *p16*, *p21*, and *Actb* mRNAs and proteins from pre‐adipocytes (Day 0) and mature adipocytes (Day 8) after treatment with the Mst1 inhibitor or vehicle. Values are expressed as mean ± SD of three independent experiments (*p* < 0.001, Student's *t*‐test). *N* = 3, *p < 0.05, NS, not significant from Student's *t*‐test. (D) *Gcg* and *Fabp4* mRNA stabilities were measured after inhibiting transcription with Actinomycin D in mouse 3 T3‐L1 cells before and after differentiation and with or without treatment with the Mst1 inhibitor. Data were normalized to 18S rRNA.

### 4.5 Mouse Mst1 Phosphorylated RNA‐Binding Proteins to Stabilize *Glucagon* mRNA for Adipocyte Differentiation

These findings prompted the hypothesis that Mst1 promotes adipocyte differentiation by stabilizing *Glucagon*, a mammalian orthologue of *Drosophila Akh*, via Mst1‐mediated phosphorylation of RNA‐binding proteins. Our hypothesis was supported in part by the finding that *Gcg* mRNA, but not *Fabp4 mRNA*, was stabilized during adipocyte differentiation in an Mst1‐dependent manner (Figure 4D). The half‐life of *Gcg* mRNA in precursor adipocytes is 5.1 h but increases to 42.4 h in mature adipocytes. Treatment with the Mst1 inhibitor decreased *Gcg* mRNA half‐life to 5.6 h 8 days after initiating the differentiation process. These results revealed that Mst1 contributes to the stabilization of *Gcg* mRNA during adipocyte differentiation.

Our previous studies in *S. cerevisiae* demonstrated that *Ste20* mediates phosphorylation of decapping enzyme 2 (Dcp2) in response to oxidative stress (Yoon et al. 2010). We also demonstrated that the human *Ste20* homolog, MST1, phosphorylates eukaryotic mRNA translation initiation factor 4E (eIF4E) (Min et al. 2017), AUF1 (Mun et al. 2024), QKI, and NCL (Chung et al. 2024). To determine if MST1 couples adipocyte differentiation and *Glucagon* mRNA stabilization via its protein kinase activity, we examined MST1 activation, as measured by MST1 auto‐phosphorylation at T183 (p‐MST1) in whole‐cell lysates prepared from precursor and mature adipocytes. MST1 and p‐MST1 (Thr‐183) levels were significantly elevated in mature adipocytes, and RCK, DCP2, and human antigen R (HuR) expressions were unaltered in mature adipocytes relative to precursor adipocytes (Figure 5A). Our findings suggest the involvement of MST1 in signaling pathways that regulate Glucagon protein levels by tightly regulating the stability of its transcript.

**FIGURE 5:**
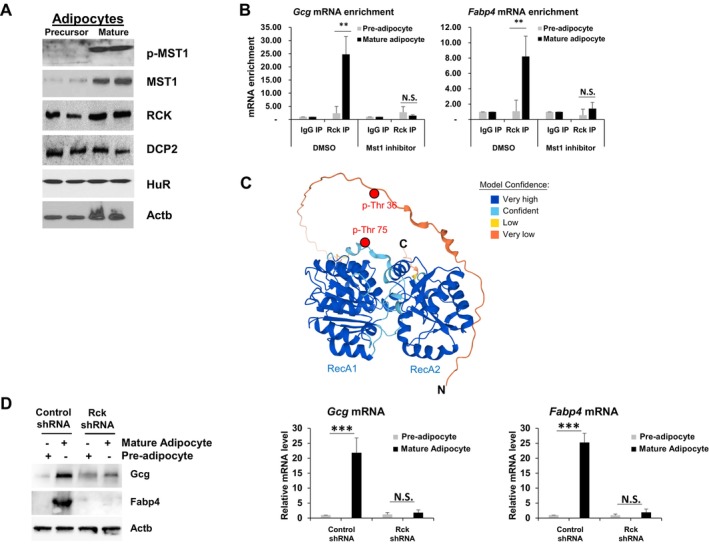
Prediction of human RCK structure. (A) Western blot analysis of p‐MST1, MST1, HuR, Rck, DCP2, and Actb in cell lysates derived from pre‐adipocytes (Day 0) and mature adipocytes (Day 8) from Student's *t*‐test. (B) RT‐qPCR levels of *Fabp4* and *Gcg* mRNAs normalized to *Gapdh* mRNA purified from Rck or IgG immunopellets from cell lysates of precursor and mature adipocytes. Data are expressed as mean ± SD of three independent experiments. *N* = 3, **p < 0.01, NS, not significant from Student's *t*‐test. (C) Human RCK structure predicted using the AlphaFold database provided by Deepmind and EMBL. The colors indicate the accuracy of the model based on a per‐residue confidence score (pLDDT) between 0 and 100. Blue represents pLDDT values over 90 (Very high). Sky blue indicates pLDDT values between 70 and 90 (Confident). Yellow color represents pLDDT values between 50 and 60 (Low). Deep orange color indicates the pLDDT values below 50 (Very low). The phosphorylation sites, Thr 36 and Thr 75, are indicated by the red circles based on the direction of the side chain. (D) mRNA (RT‐qPCR, *right*) and protein (Western blot, *left*) levels of *Fabp4*, *Gcg*, and *Actb* mRNAs and proteins from pre‐adipocytes (Day 0) and mature adipocytes (Day 8) after transfection of the Rck shRNA or control. Values are expressed as mean ± SD of three independent experiments (*p* < 0.001, Student's *t*‐test). *N* = 3, ***p < 0.001, NS, not significant from Student's *t*‐test.

MST1 is a Ser/Thr kinase, and we previously demonstrated that MST1 phosphorylates DCP2 and eIF4E. Moreover, our findings suggest that MST1 modulates *Glucagon* mRNA levels by stabilizing its transcript. The RNA‐binding protein RCK, a known regulator of RNA stability (Hu et al. 2015), binds *Gcg* and *Fabp4* mRNA (Figure 5B), similar to our observations of *Akh* mRNA in *Drosophila* S2. Because the interaction of RCK with *Gcg* and *Fabp4* mRNA is abolished by treatment with an Mst1 inhibitor (Figure 5B), we postulated that Rck could be an MST1 substrate and that RCK phosphorylation could affect *Gcg* and *Fabp4* mRNA stabilities. To test this hypothesis, we used recombinant MST1, Rck, and EDC3 proteins to perform in vitro phosphorylation reactions with Mst1 and the RNA‐binding proteins (Figure S3E). MST1 phosphorylated Thr‐36 and Thr‐75 residues in recombinant RCK protein (Figure S3F). We have tested the effect of Rck knockdown in primary adipocytes and confirmed the similar effects on adipocyte differentiation (Figure 5D). The RCK structure, predicted using the AlphaFold database provided by Deepmind and EMBL, was used to predict the MST1 phosphorylation site (Figure 5C). Taken together, these results suggest that MST1 directly phosphorylated Rck, a novel substrate, to regulate *Gcg* mRNA stability during adipocyte differentiation.

### 4.6 Critical Role of Hpo/Mst1‐Mediated RNA‐Binding Protein Phosphorylation in Regulation of Adipogenic Aging

Since we observed that Hpo overexpression results in a shorter lifespan in *Drosophila*, a reduction of fatty acid metabolism, and stabilization of adipogenic or lipogenic mRNAs, we reasoned that Hpo targets specific RNA‐binding proteins to modulate adipogenic aging. To test this model in vivo, we crossed the DCG > Hpo *Drosophila* line with RNAi lines targeting RNA‐binding proteins phosphorylated by Hpo and its homologs in other metazoans (Min et al. 2017; Yoon et al. 2010). These proteins included eIF4E, Me31b/RCK, Dcp2, Sqd/Heterogeneous Nuclear Ribonucleoprotein D (hnRNPD), NCL, and Edc3. Survivorship analysis revealed that Hpo‐mediated reduction of *Drosophila* lifespan was partially reversed in *Dcg* > *Hpo/Me31b RNAi* animals, but not in *Dcg* > *Hpo/Dcp2 RNAi* animals (Figure 6A *left*). Depletion of individual RNA‐binding proteins using RNAi in *Drosophila* demonstrated that RNAi or overexpression of eIF4E caused no significant changes to *eIF4E* mRNA levels (Figure S4A,B), but the median lifespan of eIF4E RNAi animals was slightly decreased. On the other hand, individual depletion of Dcp2, Sqd, and Me31b improved lifespan (Figure 6A *right*). Taken together, these findings demonstrate that Me31b, the *Drosophila* orthologue of RCK, is a major target of RNA‐binding proteins essential for Hpo lifespan regulation in *Drosophila*.

**FIGURE 6:**
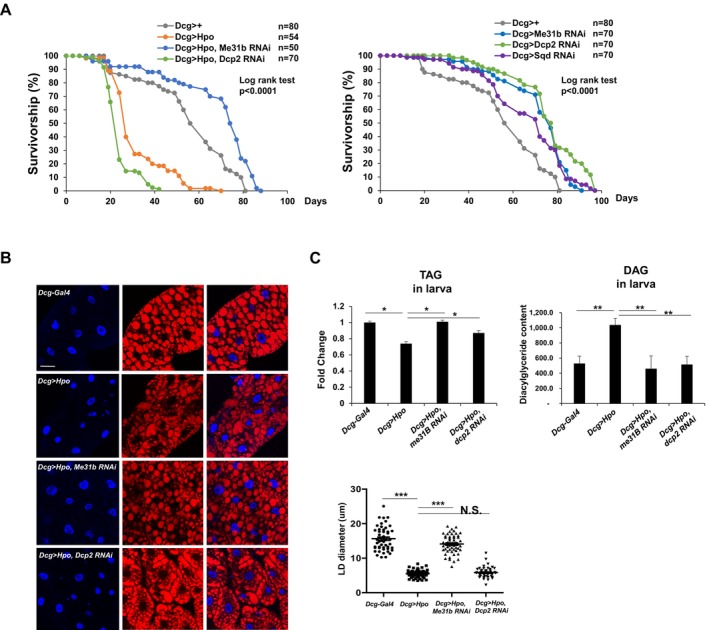
Requirement of Me31b/RCK for Hippo‐mediated decrease of lifespan. (A) Survivorship analysis of wild‐type (Dcg > +) and Hippo‐overexpressing (Dcg > Hpo) animals crossed with Me31b RNAi (Dcg > Hpo/Me31b‐RNAi), and Dcp2 RNAi (Dcg > Hpo/Dcp2‐RNAi) *D. melanogaster* . *N* = 80 (Dcg > +), 54 (Dcg > Hpo), 50 (Dcg > Hpo, Me31b RNAi) and 70 (Dcg > Hpo, Dcp2 RNAi; Dcg > Me31b RNAi; Dcg > Dcp2 RNAi and Dcg > Sqd RNAi). (B) Lipid droplet staining of fat bodies of third instar larvae from *Dcg/+*, *Dcg* > *Hpo*, *Dcg* > *Hpo*/Me31b RNAi and *Dcg* > *Hpo*/Dcp2 RNAi animals using nile red and DAPI labeling of nuclei (blue). Scale bar, 50 μm. Quantification of LD diameter, with each point representing a single LD. Data are expressed as mean ± SD. *N* = 3; ***p < 0.001; NS, not significant from Student's *t*‐test. (C) Tri‐acyl glycerol (TAG) levels in homogenates purified from third instar larvae of Dcg/+, Dcg > Hpo, Dcg > Hpo/Me31b RNAi and *Dcg* > *Hpo*/Dcp2 RNAi animals. Data are expressed as mean ± SD of three independent experiments. *N* = 3, **p < 0.01, *p < 0.05 from Student's *t*‐test.

We also examined the lifespan of *C. elegans* and *S. cerevisiae* lines lacking cst‐1 and Ste20, the RNA‐binding proteins targeted by Hpo homologs. Depletion of eIF4E or CGH‐1/RCK in *C. elegans* did not alter lifespan (Figure S5A). Deletion of Dcp1 or Pat1 in *S. cerevisiae* dramatically reduced the replicative lifespan, primarily due to increased cell death (Figure S5B). Deletion of Edc3 in *S. cerevisiae* increased lifespan, and deletion of the Lsm4 C‐terminal together with Edc3 abolished this phenotype (Figure S5C). Changes in the replicative lifespan in *S. cerevisiae* were reflected by changes in gene expression analyzed by cDNA microarray analysis of these strains. Deletion of Edc3 primarily decreased levels of mRNAs encoding mitochondrial proteins (Figure S5D), and these changes were reversed by deletion mutations in the Sm‐like proteins 4 (Lsm4) carboxyl‐(C‐) terminal domain (Figure S5E) or Dcp1 (Figure S5F). Genetic deletion of Pat1 or Dhh1/RCK upregulated mRNAs encoding ribosomal proteins (Figure S5G). These findings suggest differential functions of the mRNA decay proteins targeted by Hpo and its homologs in metazoans.

Finally, we examined lipid levels and lipid droplet sizes of *Drosophila* fat bodies in these lines (Figure 6B,C). Nile red staining of lipid droplets revealed that Hpo overexpression decreased lipid droplet (LD) sizes in larval fat bodies, which was partially reversed by co‐expression of Me31b RNAi (Figure 6B). However, lipolysis resulting from Hpo overexpression was not rescued by Dcp2 RNAi (Figure 6B). Decreased TAG in *Dcg* > *Hpo* animals was most effectively restored in *Dcg* > *Hpo/Me31b RNAi* animals (Figure 6C and Figure S6A) while there were no significant changes in TAG levels in Me31b, Dcp2, or Sqd RNAi lines without Hpo overexpression (Figure S6B). Taken together, these findings demonstrate that the Hpo pathway contributes to the regulation of *Drosophila* lifespan by modulating the expression and activity of Me31b/RCK, which subsequently affects mRNA levels of adipogenic or lipogenic genes (Figure 7).

**FIGURE 7:**
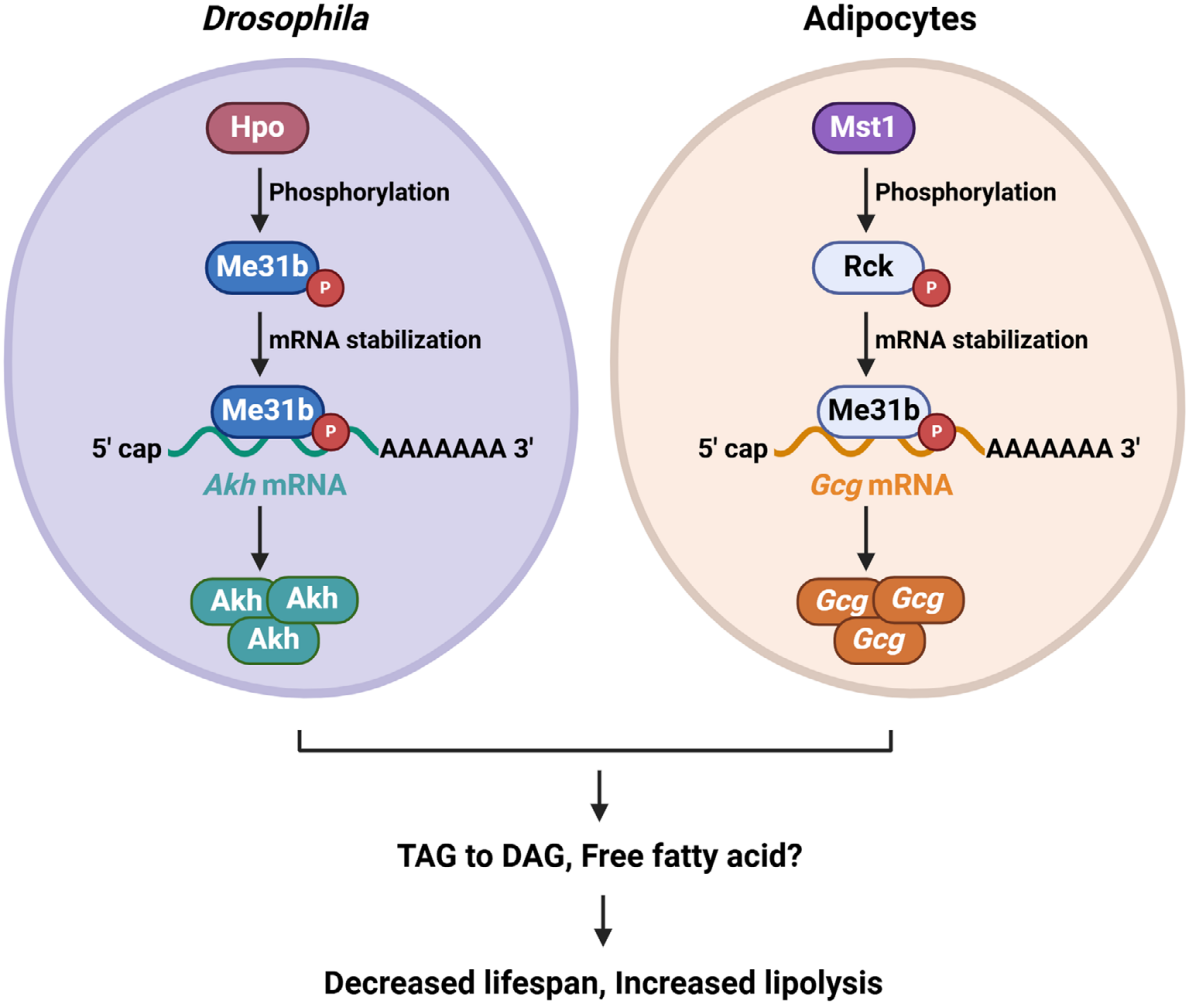
Proposed model for Hpo regulation of lifespan. Proposed model for Hpo regulation of lifespan.

## 5 Discussion

In the present study, we identified that *Drosophila* Hpo regulates animal lifespan and immune infiltration of adipose tissue. Our findings are supported by observations that Hpo overexpression (1) decreased median and maximum lifespan, (2) increased the stability of mRNA encoding *Akh*, a systemic lipogenic hormone, (3) the mouse Hpo homolog Mst1 was essential for adipocyte differentiation and *Gcg* mRNA stabilization and (4) the RNA‐binding protein Me31b/Rck was critical for Hpo/Mst1‐mediated *Akh*/*Gcg* mRNA stabilization. Marginal changes in lifespan in Hpo‐depleted *Drosophila* lines also suggest the potential roles of additional target proteins in modulating *Drosophila* lifespan, lipid metabolism, and tissue specificity (Figure 1A).

### 5.1 Regulatory Roles of Hippo Pathway and RNA‐Binding Proteins in *Drosophila* Lifespan

The Hippo pathway is known to regulate lifespan in *C. elegans* and to regulate the activity of DAF‐16/FOXO (Lehtinen et al. 2006). In *C. elegans* , cst‐1 depletion decreases lifespan, fast body movement, and pharyngeal pumping rate. Whole‐body or intestine‐specific cst‐1 overexpression increases lifespan, while additional DAF‐16 mutations suppress lifespan. However, our data in *Drosophila* indicate that Hpo overexpression (Dcg > + vs. Dcg > Hpo) decreases lifespan, and Hpo depletion (Dcg > + vs. Dcg > Hpo‐RNAi) increases lifespan (Figure 1A). Although we observed changes in *C. elegans* lifespan and budding yeast growth, we do not know the extent of cst‐1 or Ste20 overexpression in *C. elegans* or yeast. This difference could be due in part to the degree of Hpo depletion in RNAi lines and residual Hpo expression in these animals. Alternatively, the presence of different isoforms (Mst1 homologs), tissue specificity, or other orthologues that have not yet been discovered could contribute to this difference. Regardless of these possibilities, the functions of Mst‐1/C‐cst‐1 in *Drosophila* and *C. elegans* clearly differ, requiring further studies of relevant pathways.

Me31b/RCK is an ATP‐dependent RNA helicase that suppresses mRNA translation and promotes mRNA decay (Wang et al. 2017) (Nakamura et al. 2004) (Coller and Parker 2005). It is a core component of ribonucleoprotein complexes (RNPs) such as processing bodies (P‐bodies) and the RNA‐induced silencing complex (RISC), which are involved in mRNA decay and translation (Barbee et al. 2006; Wilhelm et al. 2005; Glasmacher et al. 2010). Interestingly, we demonstrated that Mst1‐mediated Me31b/Rck phosphorylation stabilizes *Akh*/*Gcg* mRNA (Figures 3 and 4). A previous study identified Amyloid precursor protein (*APP*) mRNA as a RCK/p54 target in the human neuroblastoma cell line SH‐SY5Y, which is elevated when RCK is overexpressed, suggesting a possible function for RCK in mRNA stabilization (Broytman et al. 2009). We also observed that Akh elevation induces lipolysis and increases lipid droplet diameter in a Me31b‐dependent manner (Figures 1 and 6). However, Me31b or Rck may not be the only RBPs phosphorylated by Hpo or Mst1 relevant to lipid metabolism and lifespan regulation. Although the molecular mechanisms by which lipid metabolism is connected to lifespan regulation are incompletely understood (Hansen et al. 2013), our findings suggest that this non‐canonical Hpo pathway promotes lipolysis, decreasing lifespan.

Lifespan regulation by the *Drosophila* Hippo pathway could be mediated by direct phosphorylation of its target proteins. Although the effect of the Hippo pathway on lifespan in *Drosophila* and *C. elegans* differs, FOXO is a potential target protein. Increased *dFoxo* mRNA abundance could support this pathway, or Hpo could potentially directly phosphorylate dFoxo protein. eIF4E is another target protein, which was recently identified to be phosphorylated by Hpo in humans (Min et al. 2017). However, poor conservation of phosphorylation sites on *Drosophila* eIF4E compromises the feasibility of testing this hypothesis, but additional serine/threonine sites could be identified in future studies. Although silencing or overexpressing eIF4E did not significantly alter *Drosophila* lifespan (Figure S4A), eIF4E depletion or overexpression after Hpo overexpression could potentially regulate lifespan. Moreover, Hpo‐mediated increases of *eIF4E* and *4EBP* mRNA levels (Figure S1C) suggest the involvement of the Hippo pathway in the transcription or decay of these target genes.

### 5.2 Hippo Pathway Regulation of Lipid Metabolism

The Hippo pathway controls metabolic processes in pathologies such as obesity, type 2 diabetes (T2D), non‐alcoholic fatty liver disease (NAFLD), and cardiovascular disorders (Ardestani et al. 2018). For example, Hippo pathway activation negatively regulates lipid metabolism. The Hippo core kinases MST and LATS suppress hepatic lipogenesis by inhibiting sterol regulatory element‐binding protein (SREBP), a master regulator of lipogenesis (Aylon et al. 2016). Similarly, liver‐specific MST1 knockout also results in increased hepatic lipid droplet accumulation and liver degeneration via stabilization of sirtuin 1 (SIRT1), an important regulator of hepatic lipid metabolism in the context of high‐fat diet (HFD) consumption (Geng et al. 2016). The newly identified metabolic effect of the Hippo kinase MST1 through a non‐canonical Hippo pathway has direct implications for potential regulation of hepatic lipid metabolism and tumorigenesis (Geng et al. 2016; Zhou et al. 2009).

In the present study, we first identified that the Hippo kinase hMST1/dHpo regulates lipid metabolism by stabilizing *Akh* mRNA. AKH, a functional equivalent of mammalian glucagon, is so named due to its stimulatory effect on TAG mobilization in migratory locusts (Mayer and Candy 1969). Akh is produced in and secreted from a specialized endocrine organ, the corpora cardiaca (CC), in *Drosophila* and acts on the fat body, promoting lipolysis‐dependent energy metabolism by binding Akhr, a G protein‐coupled receptor expressed on fat cells (Kim and Rulifson 2004). Both *Drosophila* Akh and mammalian glucagon signaling are transduced by the second messenger cAMP and its subsequent activation of protein kinase A (PKA), increasing lipolysis by activating adipose tri‐glycerol lipase (ATGL), which converts TAGs to DAGs (Park et al. 2002). Consequently, the accumulation or abundance of DAG causes protein kinase C (PKC) activation and insulin resistance, leading to defective lipid metabolism and accelerated aging (Finck and Hall 2015).

The present study identified the accumulation of DAG, but not FFAs, in *Drosophila* fat bodies overexpressing Hpo (Figure 1). Although we have observed the decline of TAG levels and the elevation of DAG levels after Hpo overexpression, we did not observe any dramatic changes in FFA levels. Considering that the level of mRNAs encoding monoacylglycerol lipases is upregulated in RNA‐seq analysis, it is highly expected to have an increase in FFA levels as well. 

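Lipase genes went in different directions in the Dcg > Hpo library. With library totals bmm, the fly ATGL, had 496 counts in Dcg/+ and 655 in Dcg > Hpo, a ratio of 1.25 with an interval above 1. TMM scaling shifts the median log2 ratio of this library by -0.18, so a rise this small may depend on the scaling. Hsl, the hormone-sensitive lipase, had 73 and 49 counts, a ratio of 0.633 (95% interval 0.432 to 0.922). Lip4, an acid lipase, was at 2.30 (2.05 to 2.58), and inaE, a diacylglycerol lipase that releases monoacylglycerol, was at 16.7 (7.88 to 42.4) from 7 counts in Dcg/+. mag, a lipase secreted into the gut, had 36 counts in Dcg/+ and 1 in Dcg > Hpo. In Dcg > Hpo-RNAi, bmm was at 0.641 (0.556 to 0.737) and Hsl at 0.804 (0.565 to 1.14). The paper's text names no fly gene for the monoacylglycerol lipases. The legend of Figure S1D, which it cites for the lipases, names mdy beside bmm and hsl, and mdy, annotated as a diacylglycerol acyltransferase, was at 1.17 in Dcg > Hpo.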

We possibly interpret these results as the generation of FFA being compensated with further breakdown of FFA after Hpo overexpression. In addition to the conversion of TAG to DAG by increased ATGL, further studies are necessary to verify that increased HSL and MGL do not cause additional conversion to MAG and fatty acids (Figure S1D). However, our findings suggest that the activation of both canonical and non‐canonical Hippo signaling could impair lipolysis and enhance DAG accumulation, resulting in decreased lifespan. Consistently, DAG accumulation is increased and insulin sensitivity is impaired in HSL‐deficient mice, while muscle TAG accumulation is increased and insulin sensitivity is improved in the ATGL‐deficient mice (Haemmerle et al. 2006; Osuga et al. 2000).

Overexpression of *Drosophila* Akh induced both hyperglycemia and hyperlipidemia in *Drosophila* circulating blood, hemolymph (Lee and Park 2004). In addition, *Drosophila* neurons lacking Akh have reduced trehalose levels and are resistant to nutrient deprivation (Gáliková et al. 2015). Notably, the null mutation of Akhr in *Drosophila* impaired TAG mobilization compared with reversion mutation of Akhr flies (Bharucha et al. 2008), indicating that Akh and Akhr could promote the conversion of TAG to DAG. These suggest that Hpo overexpression induced the transition from TAG to DAG through the stabilization of Akh. However, there have been no reports on how alterations in Akh stability and secretion affect lifespan, although the roles of Akh‐Akhr signaling in lipid metabolism are well‐known. A recent study reported that a high‐fat diet (HFD) feeding, which decreases lifespan, elevated Akh transcript levels, and that null mutation of Akh extended the longevity of *Drosophila* compared to the control feeding (Liao et al. 2021). Considering the elevation of DAG levels and decline of TAG levels, Hpo overexpression may compel the organism to continuously mobilize and utilize energy reserves, which could stress the organism and accelerate aging.

Previous work by Huang et al. (2013) demonstrated that under starvation conditions, Hpo overexpression in the *Drosophila* fat body decreased lifespan, whereas expression of myc‐Yki (S168A) partially ameliorated these survival defects. This suggests that Yki/YAP/TAZ might also influence lifespan reduction due to Hpo overexpression under normal conditions. However, our current study emphasizes the importance of RNA metabolism over the canonical Hippo pathway mechanisms. This focus allows us to explore novel regulatory aspects contributing to the observed phenotypes. Hpo overexpression elevates the steady‐state levels of dap, the *Drosophila* homolog of mammalian p16, p21, and p27, as well as p53. These findings imply a significant role for Hpo in modulating senescence and potentially elevating cancer risk through these pathways. Our RNA‐seq results highlighted the elevation of senescence‐associated mRNAs, including *p16* and *p53*. 

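dap, a cell cycle inhibitor that the paper gives as the homolog of p16, p21 and p27 (FBgn0010316, chromosome 2R of dm6, 9712321 to 9716256), had 81 counts in Dcg/+, 200 in Dcg > Hpo and 84 in Dcg > Hpo-RNAi. Its ratio was 2.33 (95% interval 1.79 to 3.05) in Dcg > Hpo and 0.966 (0.704 to 1.33) in Dcg > Hpo-RNAi. p53 (FBgn0039044, 3R, 23049657 to 23054082) had 34, 64 and 38 counts, with ratios of 1.78 (1.15 to 2.78) and 1.04 (0.638 to 1.71). Of the 22 measured genes of the cell cycle and DNA replication, dap and p53 among them, 12 were called higher and 1 lower in Dcg > Hpo (median log2 ratio 1.16), and 2 higher and 1 lower in Dcg > Hpo-RNAi (median 0.54), both at percentile 100. TMM scaling gives 10 higher and 2 lower in Dcg > Hpo, and 2 and 2 in Dcg > Hpo-RNAi. stg, the phosphatase that starts mitosis, was at 5.41 (4.27 to 6.93) in Dcg > Hpo, and Mcm2, a subunit of the replicative helicase, at 6.27 (3.75 to 11.1). CycD, a cyclin of cell growth, was at 0.615 (0.409 to 0.916) in Dcg > Hpo and 0.254 (0.142 to 0.433) in Dcg > Hpo-RNAi. Imaginal disc markers, genes of a proliferating larval tissue, were also higher in Dcg > Hpo, where 7 of 10 measured members were called higher and 0 lower (median 1.92).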

A notable increase in γ‐H2AX foci in the context of Hpo overexpression reinforces the link between Hpo activity, cellular senescence, and potentially heightened cancer susceptibility.

Comprehensively, we revealed that Hpo overexpression enhanced the activity of Me31b/RCK to promote adipocyte differentiation and lipolysis and *Drosophila* aging. Our findings provide insights into a non‐canonical function of Hpo and contribute to a deeper understanding of lipid metabolism and aging.

## Author Contributions

The research was conceived and designed by E.Y., H.M., J.L., J.‐H.Y., and K.‐S.L. The majority of experiments were performed by E.Y., H.M., and J.L. Y.L.C., and K.‐W.M., performed RIP RT‐qPCR analysis. J.L. and L.A.C. performed the adipocyte differentiation assay. J.S.P. and B.O. performed lipidomics analyses. Y.‐S.H., Y.S.L., and S.‐J.K. performed 3 T3‐L1 differentiation after transduction of lentiviral constructs, and then analyzed the results. J.H.C. performed protein purification and structure prediction. J.R.B. performed yeast lifespan analysis. J.P. and M.K. performed yeast and *C. elegans* lifespan assays. S.‐U.K. and S.Y.Y. performed RNA‐seq and Gene Ontology analysis. E.‐S.K. performed *C. elegans* lifespan assays. K.‐P.L. collected mouse muscle samples. E.Y., H.M., C.H.S., S.K., J.L., J.‐H.Y., and K.‐S.L. analyzed the data and wrote the manuscript.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1.** Whole‐body Hippo overexpression decreases lifespan.
**Figure S2.** Cst1 overexpression in *C. elegans* increases lifespan and ste20 deletion decreases lifespan in *S. cerevisiae*.
**Figure S3.** Lipid profiling and mouse adipocyte differentiation after treatment with the Mst1 inhibitor Xmp‐mu‐1, ROS scavenger N‐acetyl‐L‐cysteine, or CYP2E1 inhibitor Chlormethiazole.
**Figure S4.** eIF4E depletion decreases *Drosophila* lifespan.
**Figure S5.** RBPs targeted by cst‐1 and Ste20 are required for lifespan regulation in *C. elegans* and *S. cerevisiae*.
**Figure S6.** Lipid profiling of lysates from Dcg > +, Dcg > Hpo, Dcg > Hpo/me31b RNAi, and Dcg > Hpo/Dcp2 RNAi.

**Table S1.** Primer information.

**Table S2.** Drosophila RNA‐seq data.

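Table S2 lists for each gene the fold of Dcg > Hpo and Dcg > Hpo-RNAi over the control, a normalized log2 value and the raw count of each library. In the copy used here, which holds the leading 1998 of 16509 gene rows, every raw count equals the deposited one. The normalized values are close to the raw counts times 1 factor per library, 1.11 for Dcg/+, 0.927 for Dcg > Hpo and 0.972 for Dcg > Hpo-RNAi, plus 1. Folds recomputed in this way lie within 2% of both fold columns in 1930 of the 1998 rows.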

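Gene Ontology sorts genes by the process they serve, and an enrichment test asks whether a set of genes holds more members of a term than a background would. Table S3 gives the enriched terms of biological process, molecular function and cellular component for gene groups numbered by the authors, whose definition is not given in the text. Terms of neuropeptide and receptor signalling stand in a different group from those of spermatogenesis and nucleosome assembly. In the libraries themselves, AstA, a neuropeptide gene, had 41 counts in Dcg/+ and 136 in Dcg > Hpo, whereas the testis genes Mst98Ca and Mst35Bb had 436 and 439 counts in Dcg/+ and 2 and 3 in Dcg > Hpo.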

**Table S3.** Gene Ontology.

## Data Availability

The RNA‐seq data have been deposited in the GEO database under accession code GSE201903. The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Phosphorylation of an RNA‐Binding Protein Rck/Me31b by Hippo Is Essential for Adipose Tissue Aging
**Source:** Aging Cell. 2025 Mar 11;24(6):e70022. doi: 10.1111/acel.70022
**Supplement:** Supplementary file 1 — Figure S1. Whole‐body Hippo overexpression decreases lifespan. Figure S2. Cst1 overexpression in C. elegans increases lifespan and ste20 deletion decreases lifespan in S. cerevisiae. Figure S3. Lipid profiling and mouse adipocyte differentiation after treatment with the Mst1 inhibitor Xmp‐mu‐1, ROS scavenger N‐acetyl‐L‐cysteine, or CYP2E1 inhibitor Chlormethiazole. Figure S4. eIF4E depletion decreases Drosophila lifespan. Figure S5. RBPs targeted by cst‐1 and Ste20 are required for lifespan regulation in C. elegans and S. cerevisiae. Figure S6. Lipid profiling of lysates from Dcg > +, Dcg > Hpo, Dcg > Hpo/me31b RNAi, and Dcg > Hpo/Dcp2 RNAi.

Figure S1.

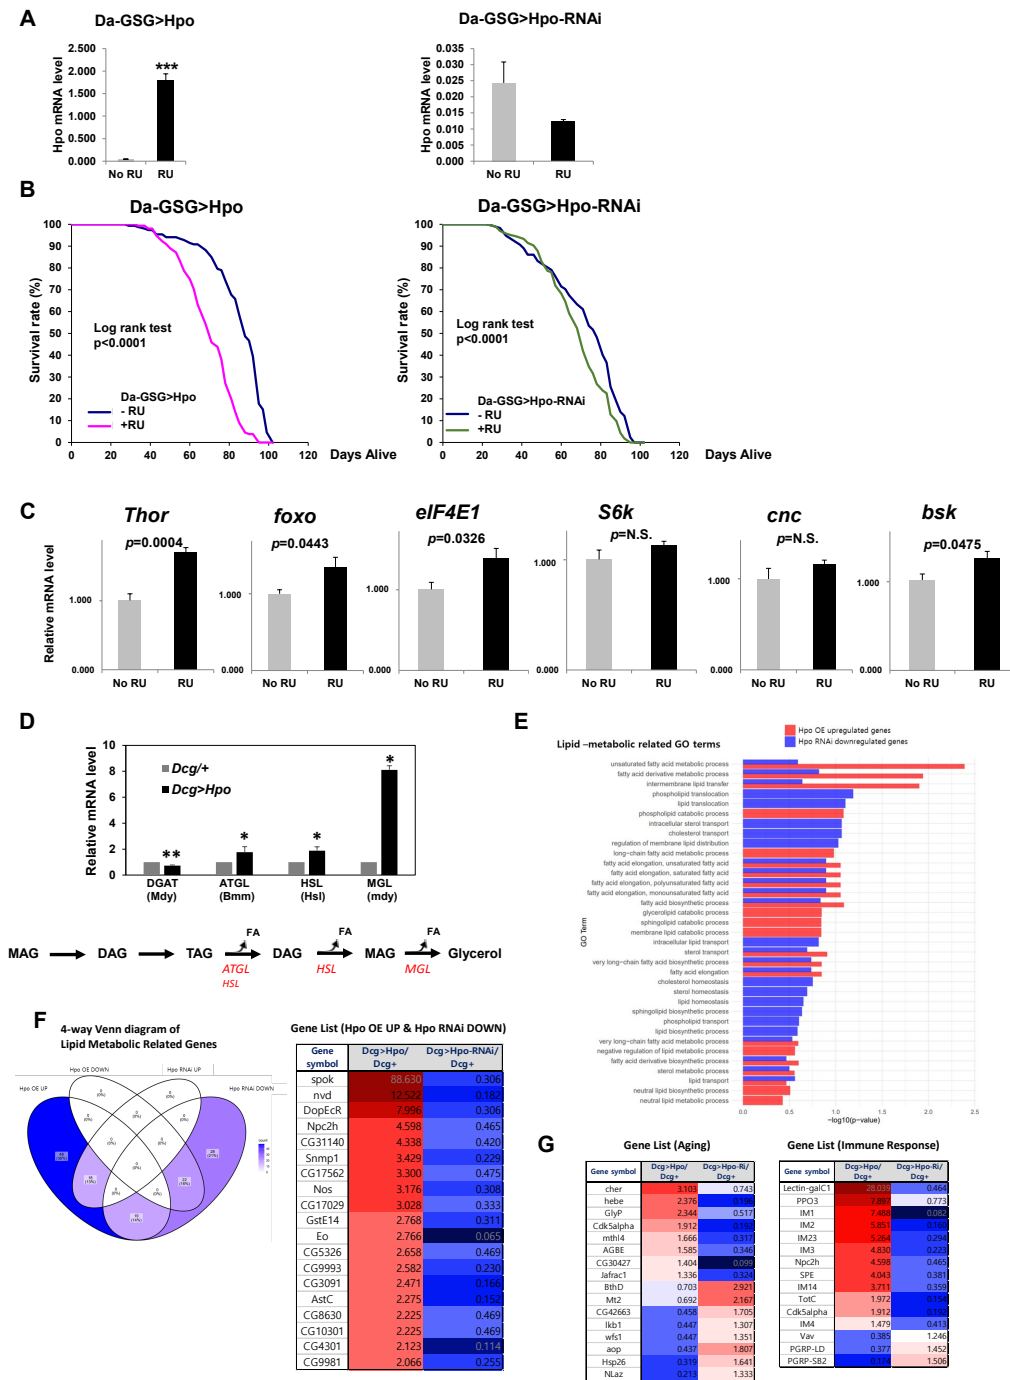

Figure S1: Whole-body Hippo overexpression decreases lifespan. (A) RT-qPCR measurement of *Hpo* mRNA in total RNA purified from head homogenates of DA-Gal4>Hpo (left) and DA-Gal4>Hpo-RNAi (right) animals with or without RU feeding. N = 5, ***p < 0.001 from Student's *t*-test. (B) Survivorship analysis of wild-type (DA-GSG/+, -RU) and Hippo-overexpressing (Da-GSG>Hpo, +RU) *D. melanogaster* (left). Survivorship analysis of wild-type (DA-GSG/+, -RU) and Hippo RNAi (DA-GSG>Hpo-RNAi, +RU) *D. melanogaster* (right). N = 152 (DA-GSG/+, -RU, left), 155 (Da-GSG>Hpo, +RU, left), 172 (DA-GSG/+, -RU), 164 (DA-GSG>Hpo-RNAi, +RU). (C) RT-qPCR measurement of *Thor*, *foxo*, *eIF4E1*, *S6k*, *cnc*, and *bsk* mRNA levels in total RNA purified from head homogenates of Da-GSG>Hpo animals with or without RU feeding. N = 5. (D) RT-qPCR measurement of *mdy*, *bmm*, *hsl* and *mdy* mRNA levels using total RNA isolated from fat bodies of third instar larvae in DcG/+ and DcG>Hpo animals. Data are expressed as mean ± SD of three independent experiments. N = 3, **p < 0.01, *p < 0.05 from Student's *t*-test. (E) Lipid metabolism-related Gene Ontology terms for both Hpo overexpression and Hpo knockdown data. Significantly enriched terms (*p*-value < 0.05) for genes upregulated in Hpo overexpression and genes downregulated in Hpo knockdown were shown. (F) 4-way Venn diagram of lipid metabolism-related genes and the list of overlapping genes that are upregulated in Hpo OE while being downregulated in Hpo knockdown. (G) Gene lists of aging- and immune response-related genes that are oppositely fluctuated under Hpo overexpression and knockdown conditions.

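Of the 19 lipid metabolism genes printed in Figure S1F, 13 were higher in the Dcg > Hpo library with an interval above 1, and 7 were lower in Dcg > Hpo-RNAi with an interval below 1. Npc2h, a sterol-binding protein, had 558 counts in Dcg/+, 3078 in Dcg > Hpo and 296 in Dcg > Hpo-RNAi, with ratios of 5.21 (95% interval 4.75 to 5.71) and 0.494 (0.428 to 0.570). CG31140, a diacylglycerol kinase, was at 4.98 (3.63 to 6.95) and 0.436 (0.250 to 0.738), and GstE14, a glutathione transferase of ecdysone synthesis, at 3.24 (1.83 to 6.06) and 0.291 (0.0834 to 0.832). DopEcR, a dopamine and ecdysone receptor, had 2, 27 and 0 counts, so that its level in Dcg > Hpo-RNAi cannot be compared with the control. For 8 of the 19 genes the control and Dcg > Hpo-RNAi both had 3 counts or fewer, and a decrease was not detectable at this depth. The set was selected by the study on these libraries and is not independent evidence of its direction.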

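Among the aging genes of Figure S1G, hebe, which extends lifespan when overexpressed, was at 2.71 (95% interval 2.07 to 3.57) in Dcg > Hpo and 0.199 (0.108 to 0.344) in Dcg > Hpo-RNAi, and GlyP, the glycogen phosphorylase, at 2.66 (2.30 to 3.07) and 0.549 (0.446 to 0.673). NLaz, a lipocalin of the stress response, went the other way, at 0.240 (0.227 to 0.254) and 1.42 (1.37 to 1.46), and so did Hsp26, a small heat shock protein, with 1405 counts in Dcg/+, 536 in Dcg > Hpo and 2634 in Dcg > Hpo-RNAi. Among the immune genes, SPE, the protease that activates the Toll ligand, was at 4.59 (3.95 to 5.35) and 0.403 (0.311 to 0.519), and TotC, a stress peptide, at 2.24 (1.79 to 2.81) and 0.157 (0.0910 to 0.256). PGRP-SB2, a peptidoglycan recognition protein, was at 0.181 (0.0822 to 0.361) and 1.61 (1.13 to 2.31). Of the 30 different genes printed there, 27 were on the printed side of 1 in Dcg > Hpo and 27 in Dcg > Hpo-RNAi, with intervals that exclude 1. The study chose these genes for their opposite changes in the same libraries, so this tally is not independent evidence.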

Figure S2.

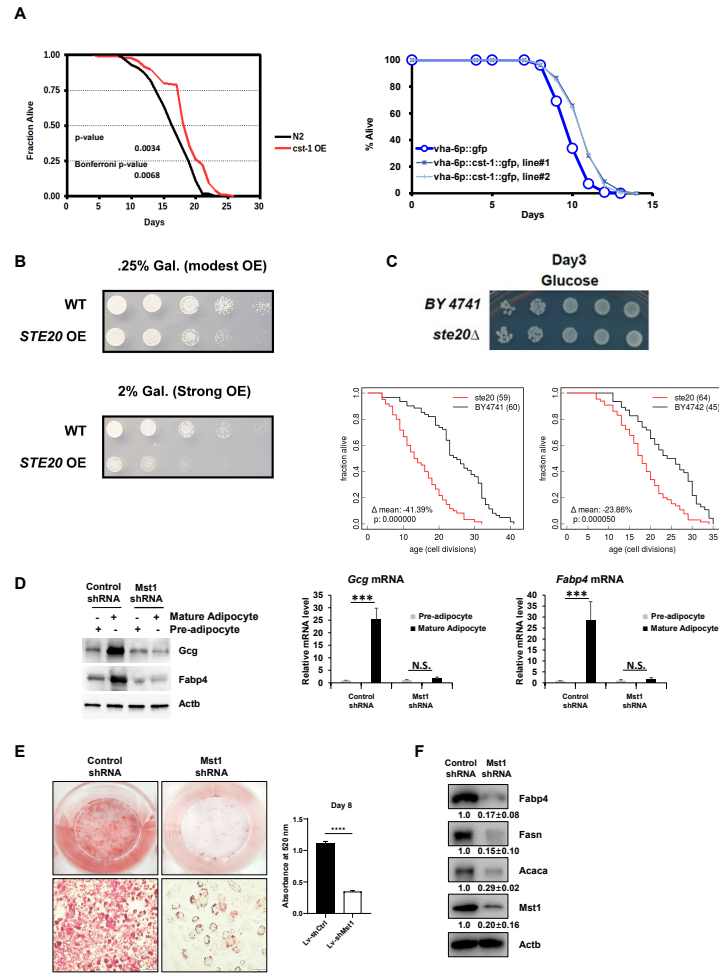

Figure S2: Cst1 overexpression in *C. elegans* increases lifespan and *ste20* deletion decreases lifespan in *S. cerevisiae*. (A) Survivorship analysis of wild-type (N2 control) and *cst-1*-overexpressing *C. elegans*. (*p* < 0.01, log rank test; *p* < 0.01, Bonferroni *p*-value) (left). Survivorship analysis of wild-type (*vha-6p::gfp*) and intestine-specific *Cst*-overexpressing *C. elegans* (*vha-6p::cst-1::gfp*, line 1 and 2) (right). (*P* < 0.001, log rank test) N = 237 (right). (B) BY4741 *S. cerevisiae* expressing empty vector (pRS416) or GAL1-STE20 (pDH166) were serially diluted (1/5) on 1.75% Sucrose/0.25% Galactose media (top) or 2% Galactose media to modestly or strongly overexpress STE20 (bottom). Yeast strains were cultured continuously in 2% Galactose media and spotted in each dilution. All images represent 2 days of growth and are indicative of 3 biological replicates. Transformants did not differ from glucose media (non-inducing conditions; data not shown). (C) Growth of wild-type (BY4741) and *ste20Δ* strains 3 days after serial dilution (top). Survivorship analysis of wild-type (BY4741 and 4742) and *ste20Δ* strains of *S. cerevisiae*. (*p* < 0.001, log rank test) (bottom). (D) mRNA (RT-qPCR, right) and protein (Western blot, left) levels of *Fabp4*, *Gcg*, and *Actb* mRNAs and proteins from pre-adipocytes (Day 0) and mature adipocytes (Day 8) after transfection of the *Mst1* shRNA or control. Values are expressed as mean ± standard deviation (S.D.) of three independent experiments. (*p* < 0.001, Student's *t*-test). N = 3, ***p < 0.001, N.S., not significant from Student's *t*-test. (E) Oil Red O staining of 3T3-L1 cells infected with Lv-shMst1-SC (control) or Lv-shMst1 plasmid followed by adipogenic induction for day 8 (left). Relative lipid staining was quantitated by using ELISA at 520 nm (*p* < 0.001, Student's *t*-test) (right). N = 3, ****p < 0.001. (F) Protein (Western blot) levels of *Fabp4*, *Fasn*, *Acaca*, *Mst1*, and *Actb* from mature adipocytes (Day 8) after infection of infected with Lv-shMst1-SC (control) or Lv-shMst1 plasmid. The band intensity is quantitated as mean ± SD of three independent experiments. (****p < 0.001, Student's *t*-test).

Figure S3.

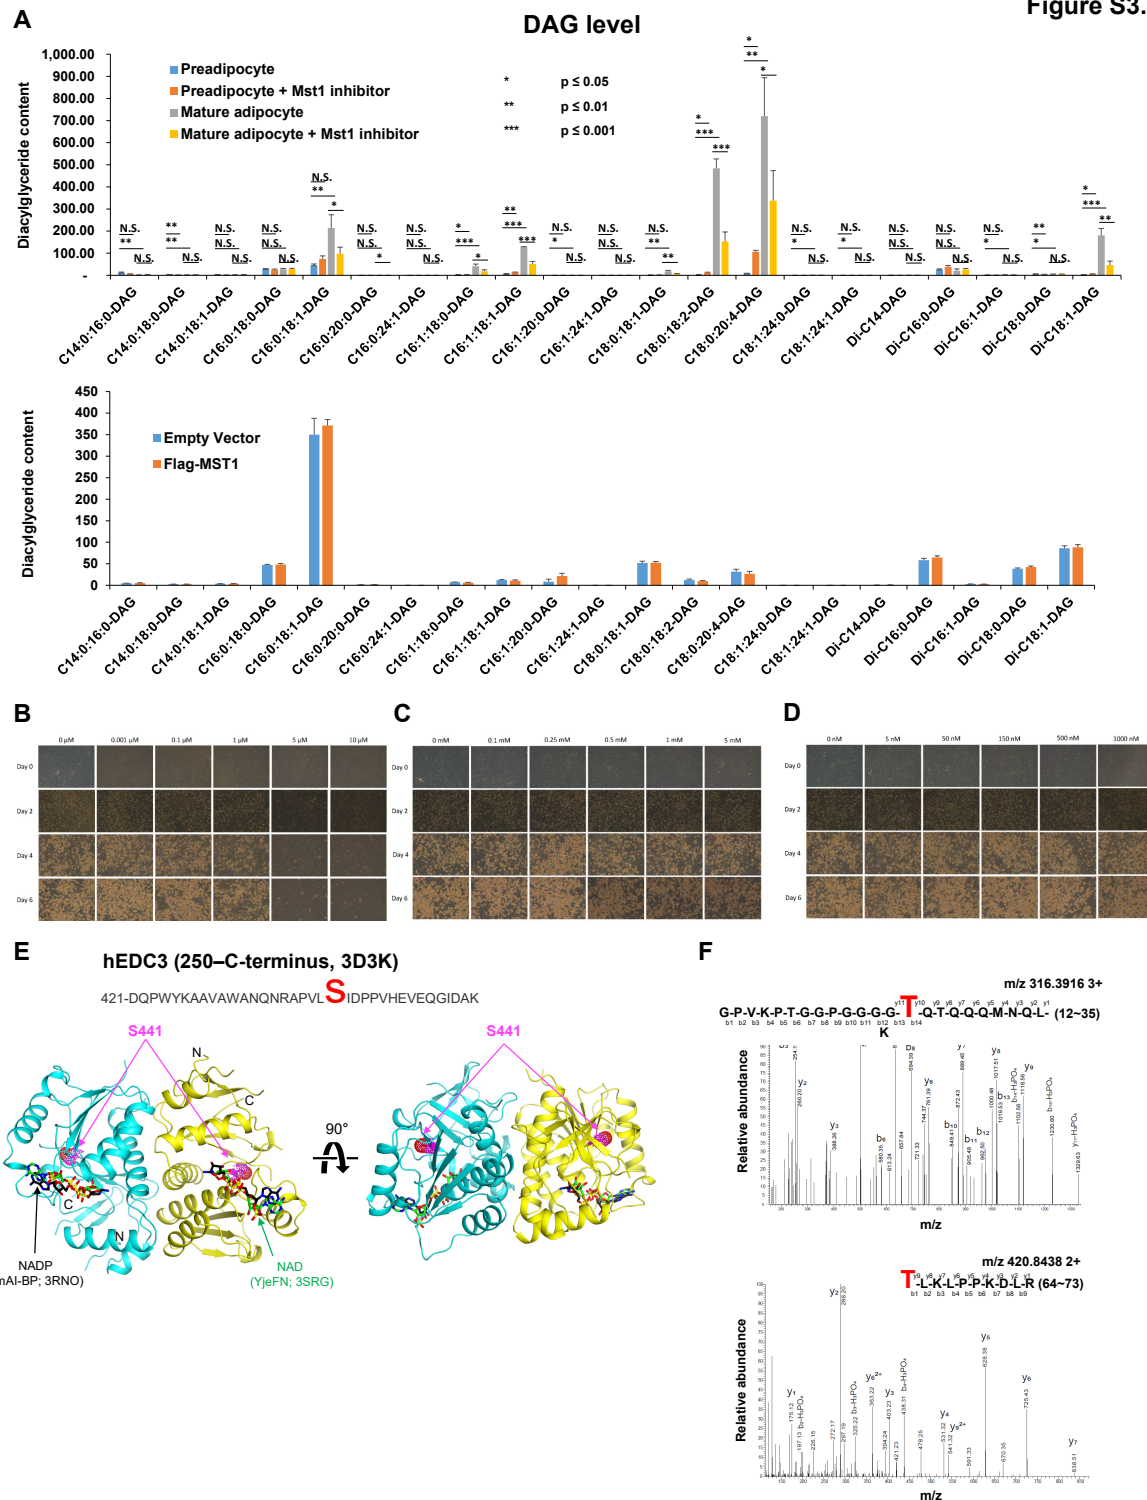

Figure S3: Lipid profiling and mouse adipocyte differentiation after treatment with the Mst1 inhibitor Xmp-mu-1, ROS scavenger N-acetyl-L-cysteine, or CYP2E1 inhibitor Chlormethiazole. (A) Measurement of DAG species in pre-adipocytes and mature adipocytes with or without Mst1 inhibitor treatment (*top*) as well as with transfection of empty or Flag-Mst1 plasmid (*bottom*). N = 3, *** $p < 0.001$, ** $p < 0.01$, * $p < 0.05$, N.S., not significant from Student's *t*-test. **(B, C, and D)** Phase contrast images of differentiated primary mouse adipocytes on days 0, 2, 4, and 6 after Mst1 inhibitor (Xmp-mu-1) treatment, **(B)** ROS scavenger (N-Acetyl-L-Cysteine) treatment, **(C)** CYP2E1 inhibitor (Chlormethiazole) treatment, or **(D)** Vehicle (DMSO) on day 0 at the specified concentrations. **(E)** Crystal structure of human EDC3 (3D3K) with MST1-phosphorylated residues highlighted. **(F)** Mass spectra of peptides from Rck phosphorylated by MST1. After performing an *in vitro* phosphorylation reaction of MST1 with Rck, mass spectrometric analysis was performed. Product b- and y-ions are indicated in the peptide sequence and mass spectra. Mass spectra demonstrated that the Thr-36 and Thr-75 residues of Rck were phosphorylated by MST1.

Figure S4.

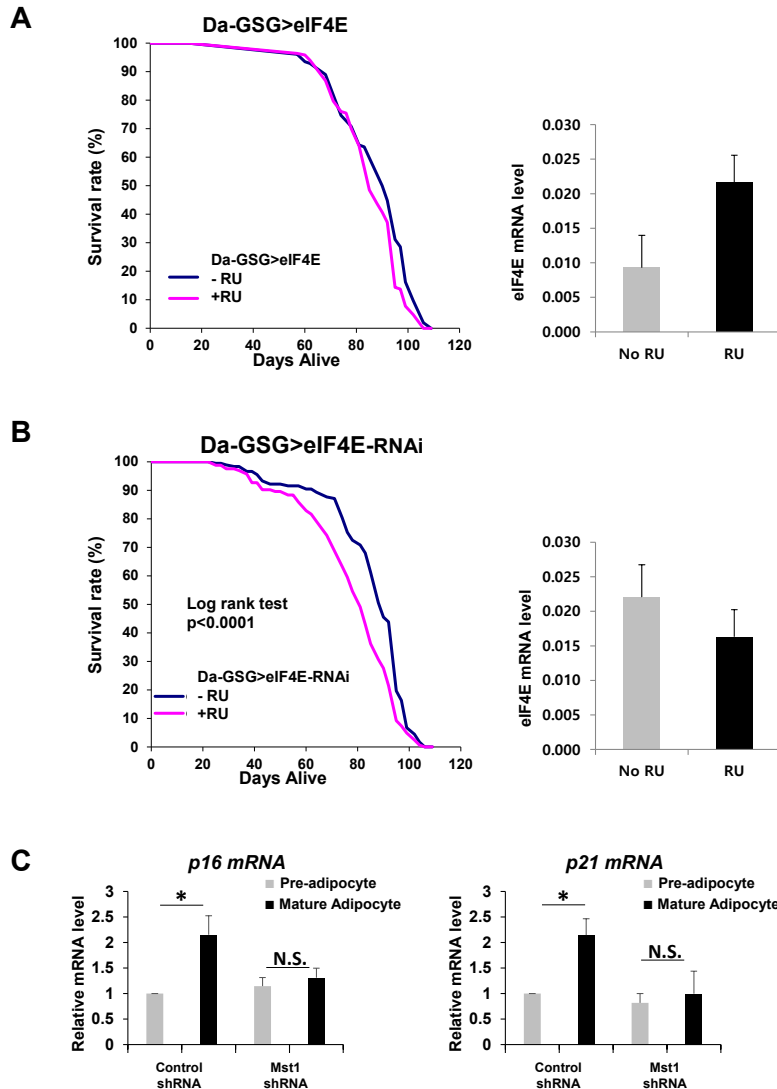

Figure S4: eIF4E depletion decreases *Drosophila* lifespan. (A) Survivorship analysis of wild-type (DA-GSG>eIF4E, -RU) and eIF4E-overexpressing (DA-GSG>eIF4E, +RU) *D. melanogaster* (left), and RT-qPCR measurement of *eIF4E* mRNA levels in total RNAs purified from head homogenates (right). N (left) = 154 (DA-GSG>eIF4E, -RU), 167 (DA-GSG>eIF4E, +RU). N (right) = 5. (B) Survivorship analysis of wild-type (DA-GSG>eIF4E-RNAi, -RU) and eIF4E RNAi (DA-GSG>eIF4E-RNAi, +RU) *D. melanogaster* (left) ($p < 0.0001$, log rank test), and RT-qPCR measurement of *eIF4E* mRNA levels in total RNAs purified from head homogenates (right). N = 178 (DA-GSG>eIF4E-RNAi, -RU), 163 (DA-GSG>eIF4E-RNAi, +RU). N = 5. (C) mRNA (RT-qPCR) levels of *p16* and *p21* mRNAs from pre-adipocytes (Day 0) and mature adipocytes (Day 8) after transfection of the Mst1 shRNA or control. Values are expressed as mean $\pm$ SD of three independent experiments. ($p < 0.001$, Student's *t*-test). N = 3, * $p < 0.05$, N.S., not significant from Student's *t*-test.

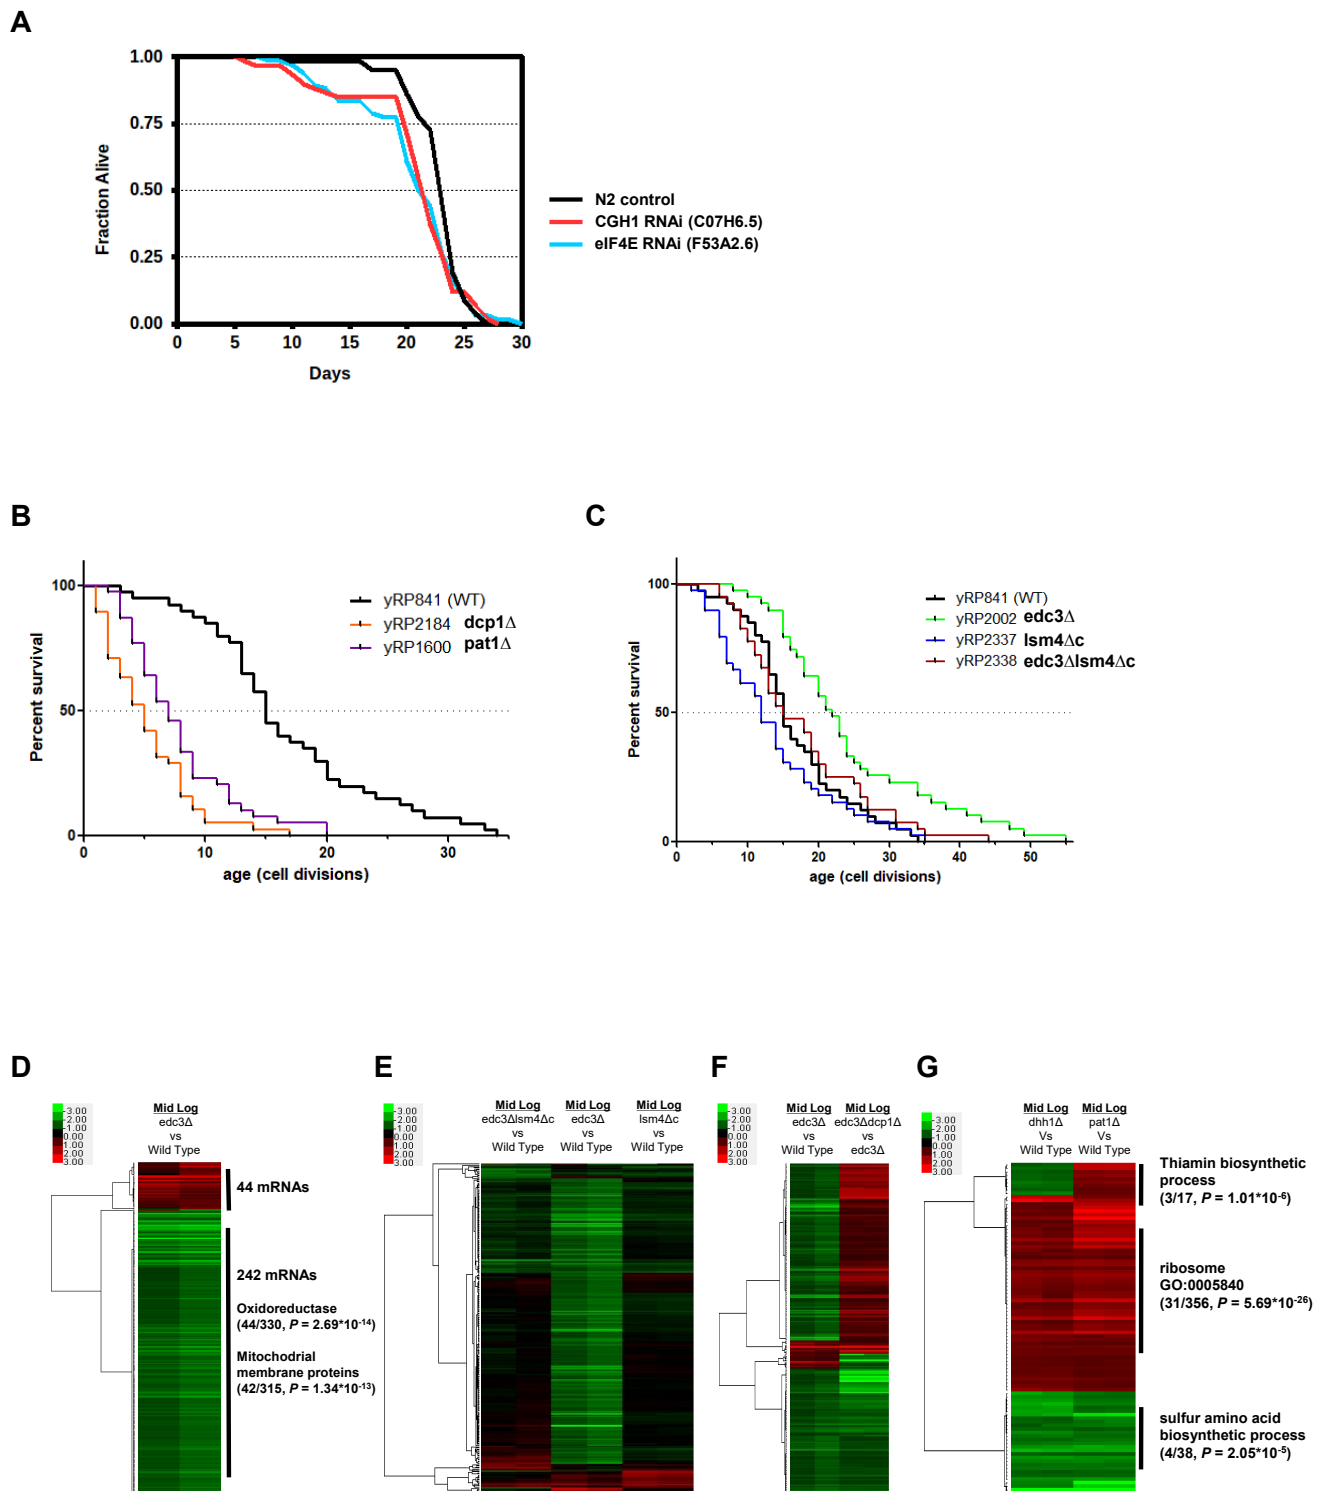

Figure S5: RBPs targeted by *cst-1* and *Ste20* are required for lifespan regulation in *C. elegans* and *S. cerevisiae*. (A) Survivorship analysis of wild-type (N2 control), *cgh-1* RNAi, and *eIF4E1* RNAi *C. elegans*. (B) Survivorship analysis of wild-type (yRP841), *dcp1*Δ, and *pat1*Δ *S. cerevisiae* strains. (C) Survivorship analysis of wild-type (yRP841), *edc3*Δ, *lsm4*Δc, and *edc3*Δ*lsm4*Δc *S. cerevisiae* strains. (D-G) cDNA microarray analysis of total RNAs purified from wild-type, *edc3*Δ (D), *lsm4*Δc, *edc3*Δ*lsm4*Δc (E), *edc3*Δ*dcp1*Δ (F), *pat1*Δ, and *dhh1*Δ (G) *S. cerevisiae* strains in mid-log growth conditions.

Figure S6.

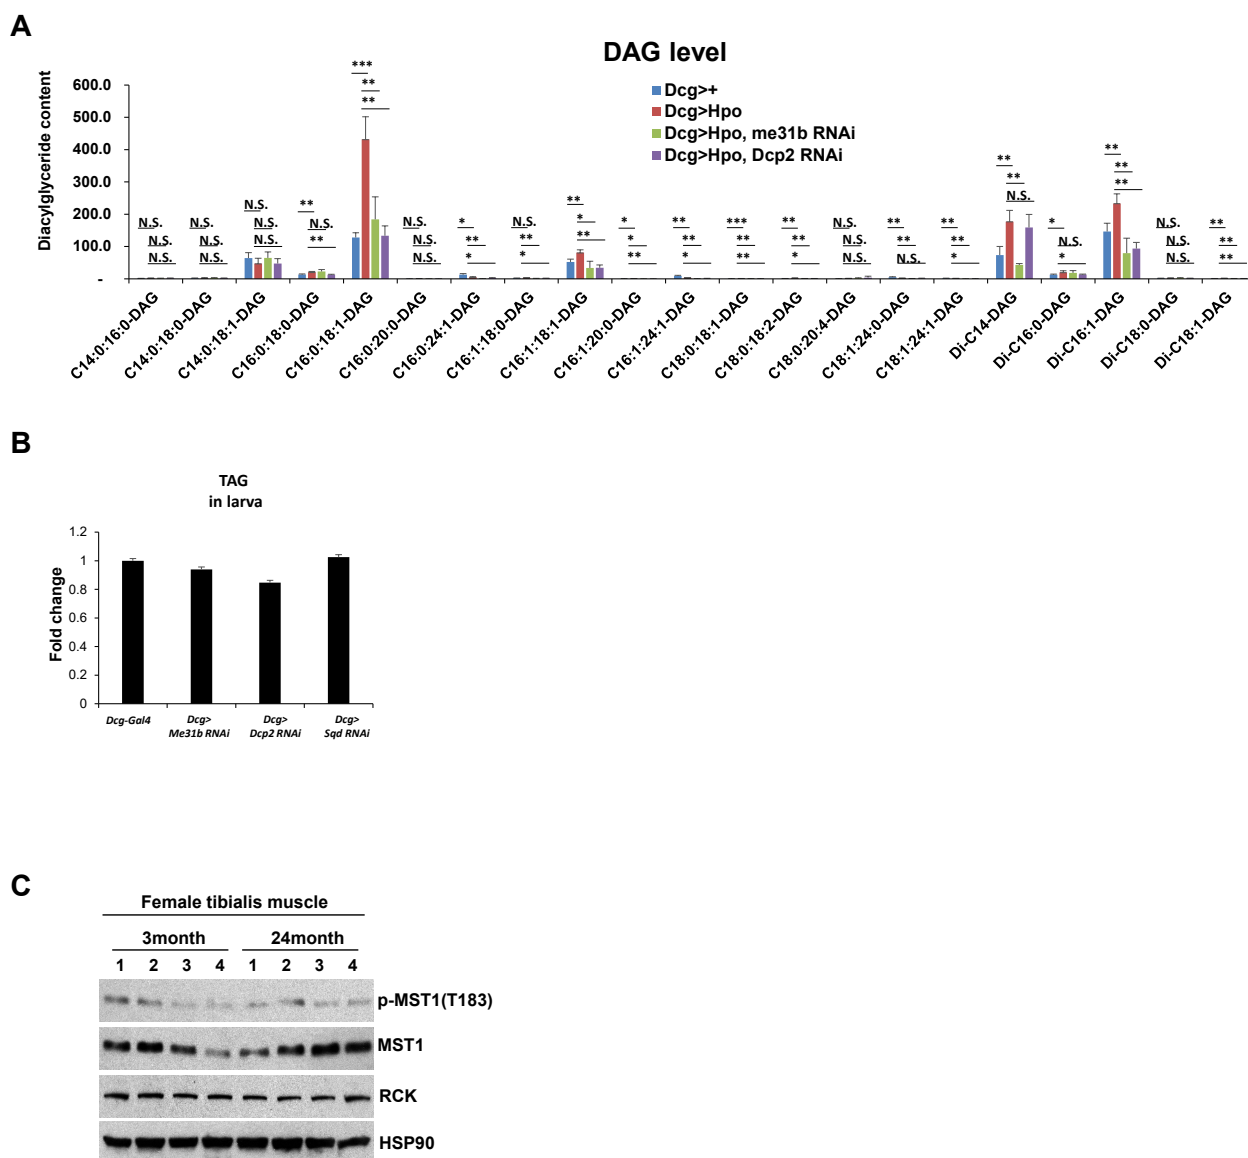

Figure S6: Lipid profiling of lysates from Dcg>+, Dcg>Hpo, Dcg>Hpo/me31b RNAi, and Dcg>Hpo/Dcp2 RNAi. (A) Profiling of DAG species in homogenates from Dcg>+, Dcg>Hpo, Dcg>Hpo/me31b RNAi, and Dcg>Hpo/Dcp2 RNAi *Drosophila*. N = 3, ***p < 0.001, **p < 0.01, *p < 0.05, N.S., not significant from Student's *t*-test. (B) Relative TAG levels were measured by TAG assay in Dcg>+, Dcg>Me31b RNAi, Dcg>Dcp2 RNAi, and Dcg>Sqd RNAi *Drosophila* third instar larvae and Dcg>+, Dcg>Hpo and Dcg>Hpo, me31B RNAi 5-day-old *Drosophila* adult males. N = 3. (C) Western blot analysis of p-MST1, MST1, RCK, and Heat Shock Protein 90 (HSP90) in young (3-month-old) and aged (24-month-old) female mouse tibialis muscles.

How the deposited data were processed for this re-analysis (not part of the article)

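RNA of 3 genotypes, Dcg/+ (control), Dcg > Hpo (Hpo overexpression) and Dcg > Hpo-RNAi (Hpo knockdown), was measured in 3 libraries, 1 per genotype. The paper describes the tissue as larval fat body and the deposited titles call it fat tissue, whereas the extraction protocol among the labels names adult heads. Lsp1beta, a larval serum protein gene, is the most abundant transcript in every library, which speaks for larval tissue. The samples were taken as the genotypes of their labels. A service company, ebiogen, prepared the libraries with the QuantSeq 3′ mRNA kit and analysed the data, on the genome build dm6. The aligner, the counting tool and its use of strand are not given in the paper or the labels. The deposited values are raw read counts per gene, whole numbers for 16509 genes in each library, without a filter on low counts.

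Totals were 21918672 counts in Dcg/+, 23227940 in Dcg > Hpo and 23524682 in Dcg > Hpo-RNAi, and 3201, 4363 and 3548 genes had 0 counts. The 10 most abundant genes took 36.7%, 34.8% and 38.3% of the counts. Counts carry exact Poisson 95% intervals, and ratios of counts divided by library totals carry exact Clopper-Pearson 95% intervals of the split between 2 libraries (scipy 1.17.1). Both cover counting error only, since reads are not independent molecules and no replicate library exists. A count of 0 was replaced by a floor of 3 counts for lower bounds of folds, and no fold is given where both libraries have 3 counts or fewer. Gene symbols were matched to an annotation whose coordinates are those of dm6 for 16280 of 16509 genes. Among 349 named genes with coordinates, 145 overlap another annotated gene, and their counts could include reads of that gene. Symbols on more than 1 row (17 symbols, 37 rows) were kept as separate rows.

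Genes more than 2-fold higher or lower were counted from counts scaled to a common library total plus a pseudocount of 1, without a filter, since the paper gives the threshold and no filter. These counts were set beside 100 simulations of unchanged libraries, which are Poisson draws without variation between animals or preparations. The overlaps of the lists were set beside the number that independent sets drawn from all genes would share. No test between genotypes was made, because 1 library per genotype leaves no estimate of the spread between animals or preparations. The paper reports no replicate for these libraries.

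Gene lists of pathways and cell types were set before the data were examined, when the paper's text, the fold values printed in its figures and the leading rows of Table S2 had been seen. They are therefore not independent of the paper where they hold genes it names or prints. Each was summarized by its called members, its median log2 ratio and the percentile of that median among 10000 random lists matched on expression in 20 bins. The percentile describes these libraries and is not a test of genotypes. Called means a ratio of 2 or more, or 0.5 or less, with an interval that excludes 1, in genes with at least 10 counts in either library. Genes printed in Figures 2A, 3A, S1F and S1G were taken as values only, since the study chose them on these libraries.

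Genes named in the text follow a rule written at the same point, after the same sources had been seen. It takes the 12 genes per direction and comparison whose interval bound lies farthest from 1 among genes with at least 100 counts in the higher library, every gene the paper names for these data or measures by RT-qPCR, every gene printed in those figures, and the 4 measured members of each list with the largest change. Lsp1beta, Rep, CG32052, CG43897, arg, AstA, Syt1, Syx1A, dj, Mst84Db, sage, fkh, PH4alphaSG1, PH4alphaSG2, sro, Lsp2 and Fbp2 fall outside that rule and were named after their values were seen.

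Alternatives set in advance were TMM factors (edgeR 4.0.16), median-of-ratios factors (DESeq2 1.42.0), quantile normalization (limma 3.58.1), which Table S2 names, pseudocounts of 0.5 and 5, filters of 10 and 50 counts, thresholds of 1.5-fold and 3-fold, and a threshold on the exact interval. The TMM factors were 0.940, 1.06 and 1.00, and the median-of-ratios factors 0.928, 1.08 and 1.05, in the order of the totals. Chosen after the data were seen were the library factors recovered from Table S2, counts without the members of the cell type lists, and the tally of called list members under each scaling. Calls near 2-fold depend on the scaling, which multiplies every ratio of a comparison by about the same factor (except quantile normalization). The steps were tested on Poisson counts simulated from the pooled counts of all libraries, at the totals of Dcg/+ and Dcg > Hpo. Changed genes were picked among those with at least 10 counts expected in the control. Of 100 genes raised 4-fold, 100 were recovered, of 100 lowered to 0.25-fold, 97 were recovered, and 69 of 11312 unchanged genes passed. These data hold counting error only. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3, were used. The enrichment tests of Table S3 were not repeated, since its gene groups are not defined in the text, and the RT-qPCR, lipid, staining and lifespan measurements have no deposited files.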

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

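The test on a lower share of fat body RNA, the tests on low counts among genes with at least 50 counts and among those with fewer, and both tests on glue genes were chosen only after the results were seen, and the others were set before. All patterns rest on 1 library per genotype.

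Several groups of genes that the paper does not analyse as groups were higher than in the control by more than random lists of similar expression, although some hold genes it names or prints, such as dap and p53 (cell cycle), elav (neurons), Mhc (muscle) and hh (imaginal discs). In Dcg > Hpo the median log2 ratio was 1.16 for the cell cycle and DNA replication, 2.55 for neurons, 1.81 for crystal cells and lamellocytes, 2.88 for muscle, 5.04 for the gut, 1.74 for the Malpighian tubule, 1.92 for imaginal discs, 1.21 for epidermis and cuticle and 1.10 for oenocytes. In Dcg > Hpo-RNAi it was 1.41 for the gut and 1.4 for imaginal discs. Other groups fell: in Dcg > Hpo-RNAi muscle was at -1.08 and epidermis and cuticle at -0.97, both below all random lists, and the testis and salivary gland lists are taken up below.

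Akh, Ilp2, Ilp3 and Ilp5, with the prothoracic gland genes spok and nvd, were higher in the Dcg > Hpo library. The testis list, with a median of -4.65, cannot decide on a lower share of fat body RNA. Such a loss alone would raise the markers of every other tissue alike, but testis tissue may have been lost as well (below). The fat body storage and lipoprotein list did not hold a lower share, with 18.9% of the counts in Dcg/+ and 19.4% in Dcg > Hpo. Its median was 0.08, or -0.09 with TMM scaling. RNA from brain tissue remains a candidate source for Ilp2, Ilp3 and Ilp5. It would not account for Akh, listed for the corpora cardiaca, or for spok and nvd, genes of the prothoracic gland. The neuron list without elav had a median of 2.50 (18 genes, percentile 100.0). Muscle (2.88) and gut (5.04) genes rose too, so this rise is not particular to neurons. However, Syt1, the most abundant neuron gene listed, had 4454 counts in Dcg/+ and 2553 in Dcg > Hpo, followed by Syx1A (622 and 1567). Of 19 genes in the full list, 14 have at least 10 counts in the control. Of these 19, 0 stand in another list and 1 was drawn by the study. RNA from ring gland tissue cannot be told apart from other sources. The 6 other ring gland genes went both ways (median 0.56, the same with a 0 at its floor). With few counts in Dcg/+, phm (0 counts, and 172 in Dcg > Hpo) and sad (16 and 143, log2 ratio 3.00) were higher. Not higher were sro (-1.59) and CG8317 (-0.15), with 1954 and 10143 counts in the control. At such counts a small added amount would not show, so these 2 values bear little on this source. An effect of Hpo on these mRNAs, to which the paper's RT-qPCR and immunostaining of Akh in fat bodies point, was not tested here and remains open.

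Lower genes outnumbered higher ones in the Dcg > Hpo library, 3806 to 2745, and 44.9% of the lower ones have at least 50 counts, a share that decides nothing under the bounds set before. Low counts are argued against as the cause for these 1708, where simulated unchanged libraries gave at most 3, and for most of 1170 others with fewer counts whose ratio has an interval below 1, where such intervals allow about 124 by chance, but for the remaining 928, whose interval holds 1, low counts cannot be told apart from a change. Less testis tissue in the dissected material is a candidate for part of the pattern, with the list at -4.65 and 31 of 34 measured members called lower, 34 of 36 members at 10 counts or more in the control, 2 in another list and 0 drawn by the study. The scaling cannot be told apart as a source of the imbalance, since TMM gives 1.66 lower genes per higher gene and quantile normalization 0.847. An effect of Hpo on these transcripts was not tested and remains open.

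The glue genes were lower in the Dcg > Hpo-RNAi library, with Sgs3 at a ratio of 0.0118. Collection of these larvae before late fat body genes are switched on is argued against by 3 of these genes, with a median of -0.39. They were Lsp2 (0.04), Fbp1 (-0.88) and Fbp2 (-0.39). A smaller shift to an earlier stage cannot be told apart, since Fbp1, Fbp2 and the fat body storage and lipoprotein list (median -0.38) were lower. A later stage was not tested. Of 17 measured ecdysone response genes, 5 were called higher and 0 lower in this library, with a median of -0.22. Their log2 ratios ran from -0.96 to 5.83, so these genes leave a later stage open. Less salivary gland tissue in that sample remains a candidate source, with a median of -3.74 for salivary gland genes other than glue genes (PH4alphaSG2 -3.79, sage -3.68, fkh -0.94, and PH4alphaSG1 with 15 and 0 counts), or -3.05 with the 0 at its floor. Of the 9 genes of the salivary gland list, 8 have at least 10 counts in the control, 0 stand in another list and 0 were drawn by the study. An effect of the knockdown itself was not tested and remains open.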

How the results depend on the processing

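The Table S2 factors, the counts without cell type genes and the tally of called list members under each scaling were chosen after the data were seen. No paired analysis was possible because each genotype has 1 library, and for the same reason no library could be left out. Relative to library totals, the median log2 ratio of all genes in Dcg > Hpo shifted by -0.18 with TMM, -0.13 with median-of-ratios factors and -0.18 with Table S2 factors. Of 72 gene counts under alternatives, 43 stayed within 1.5 times of the value reported. With a pseudocount of 5, 913 genes were higher and 1119 lower in Dcg > Hpo-RNAi, and 240 were higher in Dcg > Hpo and lower in Dcg > Hpo-RNAi and 107 the reverse. With at least 10 counts these were 977, 1092, 240 and 117. With at least 50 counts, 1411 genes were higher and 1708 lower in Dcg > Hpo, 448 and 509 in Dcg > Hpo-RNAi, and 117 and 48 opposite. At 1.5-fold, 4185 were higher in Dcg > Hpo and 2910 in Dcg > Hpo-RNAi, with 842 and 744 opposite. At 3-fold, 1805 were higher in Dcg > Hpo, 776 higher and 1209 lower in Dcg > Hpo-RNAi, and 214 and 66 opposite. With the exact interval beyond 2-fold, 1389 and 2269 passed in Dcg > Hpo, 378 and 510 in Dcg > Hpo-RNAi, and 99 and 24 in opposite directions. These settings admit fewer or more genes by construction. The higher and lower split in Dcg > Hpo turned with quantile normalization, from 41.9% to 54.1% higher, and the cause was not tested. The ratio of me31B in Dcg > Hpo was 0.801 with TMM, 0.782 with quantile normalization and 0.801 with Table S2 factors, on the same side of 1 as the reported 0.905. That of hpo was 33.4 with TMM and 33.3 with Table S2 factors. Of 3365 values of other named genes, 2964 stayed within their counting interval and 401 left it, and no called gene changed sides of 1. Of 311 list percentiles, 290 stayed on the same side of the outer percentile limits, 14 fell back inside them, 6 passed them and 1 reversed. The reversal was that of the core histone list, linker histones included, in Dcg > Hpo-RNAi, from 0.0900 to 100.0 with at least 50 counts. The cause of this reversal was not tested. Depth limits genes with few counts: Ilp2, Ilp3 and Akh, at 0 in both other libraries, allow only lower bounds.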

Differences from the paper's values

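In Dcg > Hpo, 2745 genes were more than 2-fold higher than in the control, and the paper's reported number is 244. None of the alternatives set before the data were examined reaches it: TMM gives 2447, median-of-ratios factors 2521, quantile normalization 3744, a pseudocount of 0.5 gives 2975 and of 5 gives 2179, filters of 10 and 50 counts give 2192 and 1411, thresholds of 1.5-fold and 3-fold give 4185 and 1805, and the exact interval 1389. Chosen after the values were seen, the counts without cell type genes give 2614, and the Table S2 factors give 2444. Since these factors also return 2 other numbers of that statement exactly (below), a digit missing from the printed 244 is possible, though not established. Within the leading 1998 of 16509 rows of Table S2, the paper's own fold column exceeds 2 in 273 rows.

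The other numbers of the same statement lie within 1.5 times of the paper's. The paper's values are 4064 lower genes in Dcg > Hpo, and 1382 higher and 2256 lower genes in Dcg > Hpo-RNAi, against 3806, 1502 and 2107 here. TMM gives 4063, 1383 and 2259, and the Table S2 factors, chosen after the values were seen, give 4064, 1382 and 2259. For hpo the paper's folds are 33.3 and 0.552, against 37.8 and 0.587 here, and with the Table S2 factors the former is 33.3. The folds of Figures 2A, 3A, S1F and S1G were read by eye and counted as differing when more than 1.5 times apart and outside the counting interval here, or when a lower bound here exceeds them by that factor. By this measure 0 of 18, 0 of 32, 0 of 30 and 0 of 59 differ, and with quantile normalization 3, 4, 1 and 3. This does not show that each fold was recovered: 5, 0, 4 and 1 of them could be set against a bound only, and 0, 0, 6 and 2 more are over 1.5 times apart within wide intervals, such as Lectin-galC1 (about 28 in Fig. S1G, 60.4 here) and spok (about 89 in Fig. S1F, 147 here).

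The paper states that Me31b mRNA was elevated in Dcg > Hpo. The ratio here was 0.905 (95% interval 0.807 to 1.02), and each scaling alternative gave a value below 1. The paper lists dFMR1 among mRNAs upregulated in Dcg > Hpo, whereas Fmr1 was at 0.512 (0.452 to 0.580). It is not among the genes printed in Figure 3A, all 32 of which were above 1 here. The paper also names quaking among them: qkr54B, printed in that figure, was at 2.24 (1.22 to 4.31), and how was at 1.07 (0.975 to 1.17). Hsl, which the paper reports as upregulated by RT-qPCR of fat bodies (Figure S1D), was lower in Dcg > Hpo here, with an interval below 1.

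The paper takes Ilp2, Ilp3, Ilp5 and Akh from transcripts that change inversely between Dcg > Hpo and Dcg > Hpo-RNAi. Their increase in Dcg > Hpo is seen here, but Ilp2, Ilp3 and Akh had 0 counts in both Dcg/+ and Dcg > Hpo-RNAi, and Ilp5 had 10 and 8. Figure S1F prints 19 genes as higher in Dcg > Hpo and lower in Dcg > Hpo-RNAi. Of these, 13 were higher with an interval above 1 and 7 lower with an interval below 1, and for 8 the control and Dcg > Hpo-RNAi both had 3 counts or fewer.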

Other observations

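The hormone and stress lists hold TotC and Hsp26, which Figure S1G prints. Among 17 measured ecdysone response genes, 4 were called higher and 5 lower in Dcg > Hpo and 5 higher and 0 lower in Dcg > Hpo-RNAi (median log2 ratio -0.22 in both), where TMM scaling gives 4 and 1. Hr4, a nuclear receptor of the ecdysone cascade, was at 0.0769 (95% interval 0.0587 to 0.0993) in Dcg > Hpo and 2.01 (1.84 to 2.19, below 2-fold with each other scaling) in Dcg > Hpo-RNAi, and ImpL3, the lactate dehydrogenase, at 27.9 (22.6 to 34.7) and 1.29 (0.977 to 1.71). Heat shock genes were called higher in 7 of 16 cases and lower in 2 in Dcg > Hpo, and higher in 5 and lower in 0 in Dcg > Hpo-RNAi, with a median of 0.71 in both. Their summed counts went opposite ways, from 0.297% of the counts in Dcg/+ to 0.146% in Dcg > Hpo and 0.453% in Dcg > Hpo-RNAi. Of 2 measured Turandot stress peptides, 1, TotC, was called higher and 0 lower in Dcg > Hpo (median 0.65), a call lost with TMM scaling (1.98), and both were lower in Dcg > Hpo-RNAi (median -2.01), with TotA at 0.374 (0.364 to 0.385).

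Of 18 insulin and TOR signalling genes, 0 were called higher and 1 lower in Dcg > Hpo (median 0.09, and -0.08 with 2 lower with TMM scaling), and 1 higher and 3 lower in Dcg > Hpo-RNAi (median 0.02, and -0.07 with TMM). The higher call is lost with every other scaling. Thor, the fly 4E-BP, was at 0.354 (0.343 to 0.364) and 0.794 (0.777 to 0.812), and Ilp6, the insulin-like peptide of the fat body, with 6173 counts in Dcg/+, 3962 in Dcg > Hpo and 10948 in Dcg > Hpo-RNAi. Of 92 ribosomal protein genes, 0 were called higher and 8 lower in Dcg > Hpo (median 0.11, and -0.06 with TMM), among them RpL22-like (184 and 0 counts) and RpS10a (304 and 4). In Dcg > Hpo-RNAi 1 was called lower and 0 higher (median 0.19). Of 86 oxidative phosphorylation genes, 22 were called lower and 0 higher in Dcg > Hpo (median 0.27), including CG10396 with 559 and 0 counts, and none was called in Dcg > Hpo-RNAi (median 0.07, and -0.02 with TMM). Testis genes were lower in the same Dcg > Hpo library, such as dj (2858 counts in Dcg/+ and 69) and Mst84Db (1235 and 32). Fat body storage and lipoprotein genes in Dcg > Hpo-RNAi had 1 of 13 called higher and 0 lower (median -0.38), with Lsp1gamma at 0.526 (0.523 to 0.528). This tally turns to 0 higher and 1 lower with TMM scaling (Lsp1gamma 0.494), and quantile normalization calls none.

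Sex-linked genes and germ line genes were compared because the sex of the larvae is not stated. In the list of sex determination and dosage compensation, 2 of 10 were called higher (1 with TMM scaling) and 3 lower in Dcg > Hpo (median 0.40), and 1 higher and 2 lower in Dcg > Hpo-RNAi (median 0.15). roX1, a dosage compensation RNA of males, was at 0.318 (0.304 to 0.332) and 0.408 (0.391 to 0.425), and the yolk protein gene Yp3 at 0.0793 (0.0654 to 0.0954) and 2.51 (2.37 to 2.67). Of 7 measured genes of the germ line of both sexes, 3 were called lower and 0 higher in Dcg > Hpo (median -0.51), with vas at 0.105 (0.0405 to 0.229), and none in Dcg > Hpo-RNAi (median -0.41).

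The remaining cell type lists gave these values. The corpora cardiaca list, Akh and CG8317, had 1 of 2 members called higher in Dcg > Hpo (median 2.64, lower with the gene at 0 counts at its floor) and 1 measured member, not called, in Dcg > Hpo-RNAi (0.48). The corpus allatum list had 1 of 2 called lower (median -0.79) and 0 of 2 called (0.27). The insulin-producing cells had 3 of 3 called higher (median 5.76) and 1 measured member, not called (-0.38). Glia had 4 of 10 called higher and 0 lower (0.65) in Dcg > Hpo, and 2 of 8 higher and 1 lower (0.04, and -0.05 with 1 higher with TMM) in Dcg > Hpo-RNAi. Trachea had 2 of 5 called higher and 0 lower (1.42), and 1 of 4 higher and 0 lower (0.47), a call lost with every other scaling. In Dcg > Hpo-RNAi the neuron list had 1 of 16 called higher and 3 lower (-0.15), the epidermis and cuticle list 2 of 29 higher and 13 lower (-0.97), the Malpighian tubule list 0 of 4 higher and 2 lower (-0.83), the oenocyte list 0 of 7 called (-0.33), the gut list 9 of 16 higher and 4 lower (1.41) and the imaginal disc list 5 of 10 higher and 0 lower (1.4). In Dcg > Hpo, 22 of 38 epidermis and cuticle genes were called higher and 5 lower (1.21, and 2 lower with quantile normalization), 3 of 4 Malpighian tubule genes higher and 1 lower (1.74), and 4 of 8 oenocyte genes higher and 0 lower (1.10).

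Other genes were measured in the paper by RT-qPCR of adult heads with whole-body induction of Hpo (Figure S1C), samples unlike the fat body libraries compared here. In the libraries foxo was at 0.709 (0.658 to 0.763) in Dcg > Hpo and 0.961 (0.898 to 1.03) in Dcg > Hpo-RNAi, eIF-4E at 1.07 (0.977 to 1.17) and 0.705 (0.638 to 0.778), S6k at 1.25 (1.15 to 1.36) and 0.830 (0.757 to 0.911), cnc at 1.01 (0.971 to 1.05) and 0.953 (0.914 to 0.993), and bsk at 1.27 (1.05 to 1.54) and 0.541 (0.426 to 0.684).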
